# Senolytic treatment alleviates doxorubicin‐induced chemobrain

**DOI:** 10.1111/acel.14037

**Published:** 2024-01-15

**Authors:** Vivekananda Budamagunta, Ashok Kumar, Asha Rani, Sahana Manohar Sindhu, Yang Yang, Daohong Zhou, Thomas C. Foster

**Keywords:** chemobrain, cognition, inflammation, oxidative stress, senolytic NMDA receptor, transcription

## Abstract

Doxorubicin (Dox), a widely used treatment for cancer, can result in chemotherapy‐induced cognitive impairments (chemobrain). Chemobrain is associated with inflammation and oxidative stress similar to aging. As such, Dox treatment has also been used as a model of aging. However, it is unclear if Dox induces brain changes similar to that observed during aging since Dox does not readily enter the brain. Rather, the mechanism for chemobrain likely involves the induction of peripheral cellular senescence and the release of senescence‐associated secretory phenotype (SASP) factors and these SASP factors can enter the brain to disrupt cognition. We examined the effect of Dox on peripheral and brain markers of aging and cognition. In addition, we employed the senolytic, ABT‐263, which also has limited access to the brain. The results indicate that plasma SASP factors enter the brain, activating microglia, increasing oxidative stress, and altering gene transcription. In turn, the synaptic function required for memory was reduced in response to altered redox signaling. ABT‐263 prevented or limited most of the Dox‐induced effects. The results emphasize a link between cognitive decline and the release of SASP factors from peripheral senescent cells and indicate some differences as well as similarities between advanced age and Dox treatment.

**Abbreviations**
ABT‐263: Navitoclax
BBB: Blood Brain Barrier
CA1: Cornus Amorus 1
CA3: Cornus Amorus 3
CDKN1A: Cyclin Dependent Kinase Inhibitor 1A
CDKN2A: Cyclin Dependent Kinase Inhibitor 2A
CXCL5: C‐X‐C motif Chemokine Ligand 5
DG: Dentate Gyrus
DI Score: Discriminatory Index Score
Dox: Doxorubicin
Dox+ABT: Animals Treated with Doxorubicin + ABT‐263
DTT: Dithiothreitol
EGF: Epidermal Growth Factor
EPSP: Excitatory Post Synaptic field Potentials
F344: Fisher 344
fEPSP: Functional Excitatory Post Synaptic field Potentials
GADD45G: Growth Arrest and DNA Damage inducible Gamma
G‐CSF: Granulocyte Colony‐Stimulating Factor
IA: Inhibitory Avoidance
Iba‐1: Ionized calcium‐Binding Adapter molecule 1
IFN‐γ: Interferon Gamma
IL12p70: Interleukin 12p70
IL13: Interleukin 13
IL17α: Interleukin 17 alpha
IL18: Interleukin 18
IL1α: Interleukin 1 alpha
IL1β: Interleukin 1 beta
IL2: Interleukin 2
IL4: Interleukin 4
IL5: Interleukin 5
IL‐6: Interleukin 6
IP10: C‐X‐C motif Chemokine Ligand 10 (CXCL10)
MCP1: Monocyte Chemoattractant Protein 1
MIP1α: Macrophage Inflammatory Protein 1 alpha
MIP2: Macrophage Inflammatory Protein 2
MMP3: Matrix Metallopeptidase 3
MWM: Morris Water Maze
NMDA: N‐methyl‐D‐aspartate
NMDAR: N‐methyl‐D‐aspartate Receptor
SASP: Senescence Associated Secretory Phenotype
TGFB3: Transforming Growth Factor Beta 3
TNFSF11: Tumor Necrosis Factor Super Family member 11
TNFα: Tumor Necrosis Factor alpha
Veh: Vehicle

## 1 INTRODUCTION

Chemobrain is an umbrella term for chemotherapy‐induced cognitive impairments (Janelsins et al., 2014). In the United States, ~2 million new cases of cancer are diagnosed annually, and ~75% of patients who receive chemotherapy report signs of cognitive changes associated with chemobrain during the duration of the treatment, with ~35% of the patients reporting cognitive impairment lasting months or years following treatment (Janelsins et al., 2014). Approximately 5% of the US population is comprised of cancer survivors, and their number is projected to grow by over 30% before the end of this decade (Miller et al., 2019). With a dramatic increase in the survival rate of cancer patients (Dulskas et al., 2020; Harding et al., 2020; Kim et al., 2012; Manegold & Thatcher, 2007; Sun et al., 2014), chemobrain has become an important side‐effect to be addressed, as it significantly impacts the quality of life of cancer survivors (Du et al., 2021; Eide & Feng, 2020; Henderson et al., 2019).

Despite being widely recognized as one of the most common side effects of chemotherapy, there is a lack of a comprehensive understanding of underlying mechanisms that fundamentally drive chemobrain. Not surprisingly, many have described an accelerated aging process in cancer survivors (Sulicka‐Grodzicka et al., 2021; Wang et al., 2021). Similar to aging, chemotherapy is associated with an increased prevalence of conditions such as frailty (Ness et al., 2013; Ness & Wogksch, 2020; Smitherman et al., 2020), bone loss (Drake, 2013; Haddy et al., 2001; Jeong et al., 2019; Mahon, 1998; Ramin et al., 2018; Tuck et al., 2013), secondary cancer incidence (Demaria et al., 2017; Demoor‐Goldschmidt & de Vathaire, 2019; Morton et al., 2014), pulmonary fibrosis (Carver et al., 2007; Mertens et al., 2002), cardiovascular pathologies (Aleman et al., 2014; Armenian et al., 2016; Keegan et al., 2018; Okwuosa et al., 2017), chronic sterile inflammation (Bower et al., 2002; Cupit‐Link et al., 2017; LaVoy et al., 2016), and insulin resistance (Baker et al., 2013; Steinberger et al., 2012) in cancer survivors. The mechanisms for chemobrain include induction of cellular senescence, increased oxidative stress, and inflammation (Cardoso et al., 2020; Chen et al., 2007; Conklin, 2004; Gibson et al., 2019; Hurria et al., 2016; Hutchinson et al., 2012; Vyas et al., 2014; Wang et al., 2015). Chemotherapeutic agents like doxorubicin (Dox) have been employed as a model of aging and age‐related cognitive decline (Abdelgawad et al., 2023; Bagnall‐Moreau et al., 2019; Sun et al., 2022).

Cellular senescence is a phenomenon characterized by a cell undergoing stable cell cycle arrest upon encountering an intrinsic or extrinsic stressor (Campisi & d'Adda di Fagagna, 2007). A cardinal feature of cellular senescence is the senescence‐associated secretory phenotype (SASP) (Aird et al., 2016; Coppe et al., 2010; Hernandez‐Segura et al., 2018). SASP is comprised of a wide variety of secretory proteins including inflammatory cytokines, growth factors, immune modulators, and tissue remodeling proteins (Basisty et al., 2020; Budamagunta et al., 2023; Coppe et al., 2010; Schafer et al., 2020). As such, SASP acts as one of the most important mediators for a wide variety of effects caused by cellular senescence (Budamagunta et al., 2021; Coppe et al., 2010; Demaria et al., 2014; Ogata et al., 2021; Oubaha et al., 2016). Recent research has demonstrated that senolytics, a class of small molecules that selectively eliminate senescent cells, preserves cognition during aging (Budamagunta et al., 2023). Moreover, senolytic treatment can also improve cognitive impairment associated with irradiation (Fielder et al., 2022; Tarantini et al., 2021; Yabluchanskiy et al., 2020). Given the understanding that chemotherapeutic agents like Dox can induce senescence and the role of senescent cells in cognitive impairment, we hypothesized that a senolytic treatment could alleviate the effects of chemobrain in Dox‐treated rats.

The current study confirms that Dox treatment has some effects similar to aging, increasing markers of cellular senescence in the periphery, including an increase in SASP pro‐inflammatory cytokine/chemokine levels in the blood. Dox treatment was also associated with loss of blood–brain barrier (BBB) integrity, increased microglial activation, a redox‐mediated decrease in N‐methyl D‐aspartate receptor (NMDAR) function, and impairment in NMDAR‐dependent cognitive function. Importantly, these adverse effects of Dox were greatly diminished by treatment with ABT‐263 (navitoclax), an established senolytic agent (Chang et al., 2016; Dookun et al., 2020; Gonzalez‐Gualda et al., 2020; He et al., 2020; Kirkland & Tchkonia, 2020). The results emphasize a link between chemotherapy‐induced cognitive decline and peripheral inflammation, enhancing oxidative stress in the brain, to modify synaptic function.

## 2 RESULTS

### 2.1 ABT‐263 reduced Dox‐mediated peripheral senescence burden and inflammation

For a subset of animals (Veh = 14, Dox = 13, Dox + ABT = 14), body weight was tracked across the 4 weeks of treatment. A repeated measures ANOVA on the body weight across the 4 weeks yielded a significant effect of treatment [*F*_(2, 38)_ = 3.50; *p* < 0.05] and time [*F*_(3, 114)_ = 23.72; *p* < 0.0001], and an interaction [*F*_(6, 114)_ = 11.37; *p* < 0.0001]. The observed significance was mainly due to a reduction in weight of the Dox‐treated animals over time relative to Veh‐treated animals, which was attenuated by the treatment with ABT‐263 (Figure 1a,b). An ANOVA on the weight normalized grip strength also indicated that there was a significant effect of treatment [*F*_(2, 38)_ = 20.83; *p* < 0.0001] on the animals' performance. Post hoc comparisons revealed that each group was significantly different from the other groups, with the Dox group having the lowest grip strength, which was partially recovered by treatment with ABT‐263 (Figure 1c).

**FIGURE 1:**
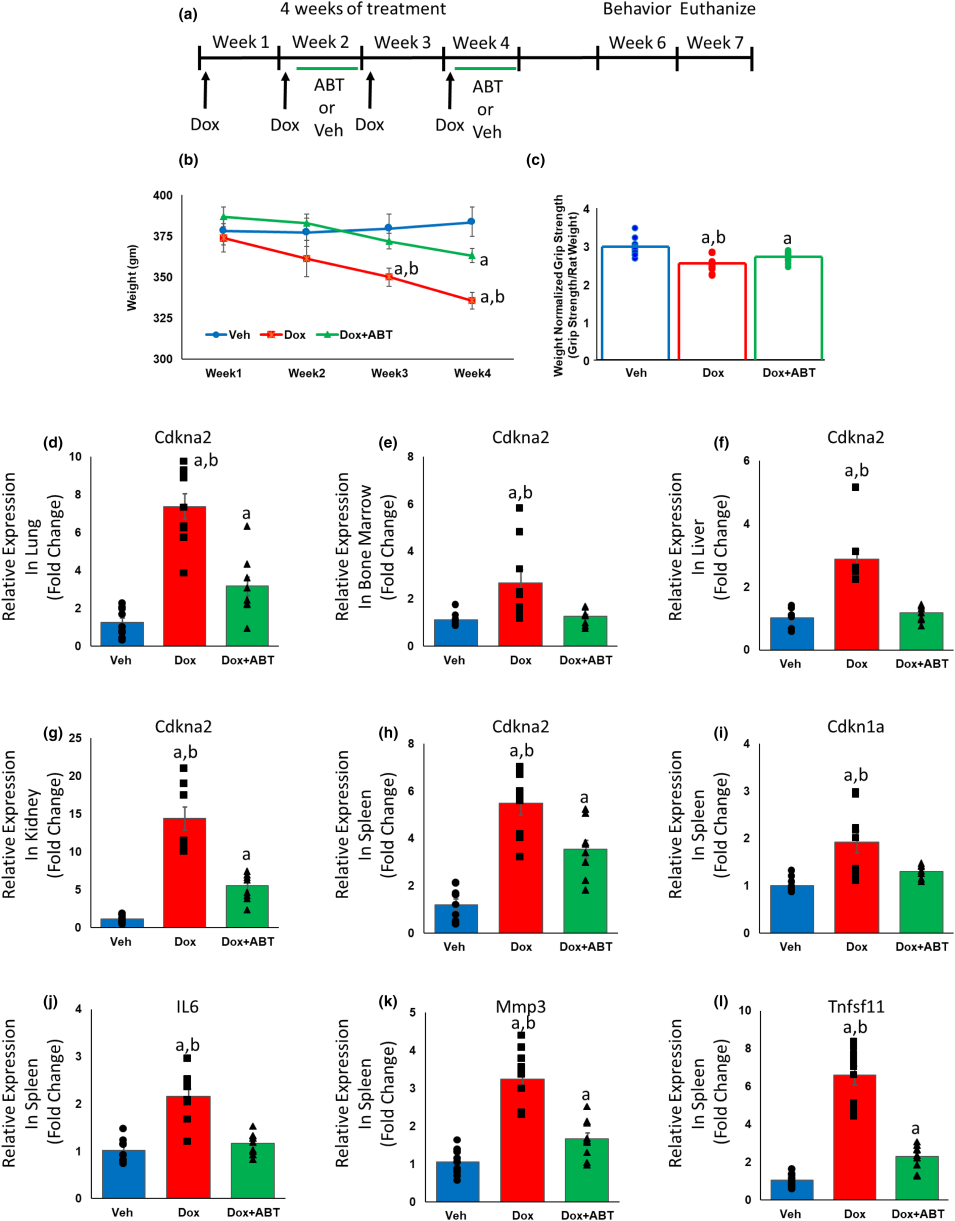
Dox treatment increased and ABT‐263 treatment decreased expression of senescent and SASP genes in the periphery. (a) Time course of treatment, starting at 6 months of age. For the two groups receiving Dox treatment, 2 mg/kg dose of Dox was administered by injection once a week (arrows) for 4 weeks, while the group receiving the senolytic treatment received a 12 mg/kg dose of ABT‐263 by oral gavage for 5 consecutive days every other week (Weeks 2 and 4, green bars). The vehicle group also received oral gavage of vehicle for 5 consecutive days every other week. Starting 2 weeks after the last dose of Dox and 1 week after the last ABT‐263 treatment, animals were behaviorally characterized (*n* = 22 for Veh, *n* = 13 for Dox and *n* = 14 for Dox + ABT). (b) Change in body weight over the course of the study (*n* = 14 for Veh, *n* = 13 for Dox and *n* = 14 for Dox + ABT). (c) Grip strength normalized to weight (*n* = 14 for Veh, *n* = 13 for Dox and *n* = 14 for Dox + ABT). For a–c, data represented as mean ± SEM; a = significantly different (*p* < 0.05) from Veh and b = significantly different (*p* < 0.05) from Dox + ABT. Relative to Veh and Dox + ABT groups, treatment with Dox alone increased the expression level of *Cdkn2a* in (d) lung, (e) bone marrow, (f) liver, (g) kidney, and (h) spleen. Relative to Veh and Dox + ABT groups, treatment with Dox alone increased the expression level of (i) *Cdkn1a*, (j) IL‐6, (k) *Mmp3*, and (l) *Tnfsf11* in spleen. Error bars denote SEM (*n* = 9 per group). a = significantly different (*p* < 0.05) from Veh, b = significantly different (*p* < 0.05) from Dox + ABT.

Dox treatment increased the expression of the senescence gene, *Cdkn2a*, as reported previously (Lopez‐Dominguez et al., 2021; Sun et al., 2022). To determine whether ABT‐263 reduced peripheral senescence accumulation associated with Dox treatment, we examined the levels of senescence‐associated genes across the three groups using RT‐PCR (Veh = 9, Dox = 9, Dox + ABT = 9). A significant (*p* < 0.005) effect of treatment was observed for the senescence marker gene, *Cdkn2a*, in all tissues examined (spleen, lung, bone marrow, liver, and kidney) (Figure 1d–h). Post hoc analysis indicated that, relative to Veh and Dox + ABT, *Cdkn2a* was elevated in the Dox group. In some cases (lung, kidney, and spleen), expression of *Cdkn2a* for Dox + ABT was intermediate between Dox and Veh, such that expression was elevated relative to Veh and decreased relative to Dox treatment. In bone marrow and liver, no difference in *Cdkn2a* was observed between Veh and Dox + ABT. Similarly, expression of other senescence associated genes, *Cdkn1a*, *IL‐6*, *Mmp3*, and *Tnfsf11*, were significantly (*p* < 0.0001) increased in the spleen in the Dox group relative to Veh and the expression pattern for Dox + ABT treatment was intermediate, elevated relative to Veh for *Mmp3*, and *Tnfsf11* and not different from Veh for *Cdkn1a* and *IL‐6* (Figure 1i–l).

The plasma was examined for an array of cytokines/chemokines (*n* = 6 per group) (Table 1). In general, Veh and Dox + ABT were not different from each other. Dox treatment increased inflammatory markers relative to Veh and Dox + ABT (*p* < 0.05) for fractalkine, G‐CSF, IL‐1β, IL‐5, IL‐13, IL‐18, CXCL5, MCP‐1, MIP‐1α, and RANTES. The level of IP‐10 was elevated in the Dox group relative to Veh, and IP‐10 levels for the Dox + ABT group were intermediate and not different from the other groups.

**TABLE 1:** Treatment effect on chemokines, cytokines, and hormone concentration.

Analyte	Veh	Dox	Dox + ABT
Cxcl5	498.49 ± 105.16	1349.93 ± 344.88^a^ ^,^ ^b^	593.50 ± 61.06
EGF	324.14 ± 74.77	278.62 ± 96.29	256.13 ± 93.61
Eotaxin	5.67 ± 1.54	11.31 ± 1.92^a^ ^,^ ^b^	8.62 ± 3.14
Fractalkine	77.80 ± 13.06	119.99 ± 15.15^a^ ^,^ ^b^	70.40 ± 6.33
G‐CSF	4.31 ± 1.57	42.04 ± 10.06^a^ ^,^ ^b^	13.91 ± 9.71
IFNγ	162.66 ± 93.49	344.62 ± 71.24	142.87 ± 51.44
IL‐1α	33.73 ± 8.26	89.67 ± 17.04	60.89 ± 40.16
IL‐1β	42.36 ± 9.09	167.26 ± 45.86^a^ ^,^ ^b^	52.55 ± 9.52
IL‐2	117.02 ± 12.79	264.09 ± 110.80^a^ ^,^ ^b^	125.77 ± 13.82
IL‐5	79.78 ± 11.19	207.74 ± 55.45^a^ ^,^ ^b^	98.27 ± 12.69
IL‐4	23.06 ± 5.66	47.93 ± 14.78	34.15 ± 2.63
IL‐6	475.8 ± 113.35	891.79 ± 149.69	549.08 ± 335.66
IL‐12p70	289.97 ± 34.54	354.36 ± 149.51	272.35 ± 53.18
IL‐13	11.93 ± 5.48	28.96 ± 3.78^a^ ^,^ ^b^	8.31 ± 2.53
IL‐17α	33.00 ± 4.97	90.15 ± 33.08	37.35 ± 5.88
IL‐18	387.79 ± 28.84	832.12 ± 198.73^a^ ^,^ ^b^	331.99 ± 22.12
IP‐10	243.01 ± 29.83	414.39 ± 40.51^a^	309.41 ± 38.12
Leptin	12121.17 ± 4558.92	20181.10 ± 5467.45	27347.09 ± 7752.62
MCP‐1	594.18 ± 119.04	5081.39 ± 2351.15^a^ ^,^ ^b^	793.72 ± 102.53
IMP‐1α	19.68 ± 3.85	64.40 ± 18.59^a^ ^,^ ^b^	20.26 ± 1.12
MIP‐2	21.65 ± 3.84	40.58 ± 8.40	28.66 ± 10.79
RANTES	851.98 ± 219.69	5085.44 ± 2273.75^a^ ^,^ ^b^	1421.36 ± 217.06
TNFα	5.27 ± 1.22	18.42 ± 8.07	6.90 ± 1.17
VEGF	71.55 ± 25.53	135.39 ± 42.45	44.85 ± 16.61

*Note*: Data are represented as mean ± SEM (*n* = 3–6).

^a^ *p* <0.05 vs. Veh.

^b^ *p* <0.05 vs. Dox + ABT.

### 2.2 Behavioral impairment following Dox treatment was attenuated by ABT‐263 treatment

As plasma cytokines/chemokines can cross the BBB to impact CNS functioning (Aluise et al., 2010a; Budamagunta et al., 2023), we behaviorally characterized the animals to assess their cognitive function. A repeated measures ANOVA on the escape latency (time to reach the escape platform) across training blocks for the cue discrimination task indicated a significant effect of training [*F*_(4, 184)_ = 36.53; *p* < 0.0001] and treatment [*F*_(2, 46)_ = 7.70; *p* < 0.05] in the absence of an interaction. Post hoc tests indicated poorer performance by the Dox group relative to the other two groups (Figure 2a). Latency differences were due, at least in part, to slower swim speed for Dox animals. An ANOVA for swim speed across trials indicated an effect of training [*F*_(4, 184)_ = 3.73; *p* < 0.01] with increased swim speed over the course of training and an effect of treatment [*F*_(2, 46)_ = 12.13; *p* < 0.0001] in the absence of an interaction (Figure 2b). Post hoc tests indicated that the Dox group had a slower swim speed relative to Veh and Dox + ABT. In contrast, a repeated measures ANOVA across training blocks for the distance to escape (Figure 2c), yielded a significant effect of training [*F*_(4, 184)_ = 35.14; *p* < 0.0001] in the absence of a treatment effect. The results indicate that Dox treatment decreased swim speed but did not disrupt the ability to acquire the procedural aspects of the task. Furthermore, the decline in swim speed was ameliorated by ABT‐263 treatment.

**FIGURE 2:**
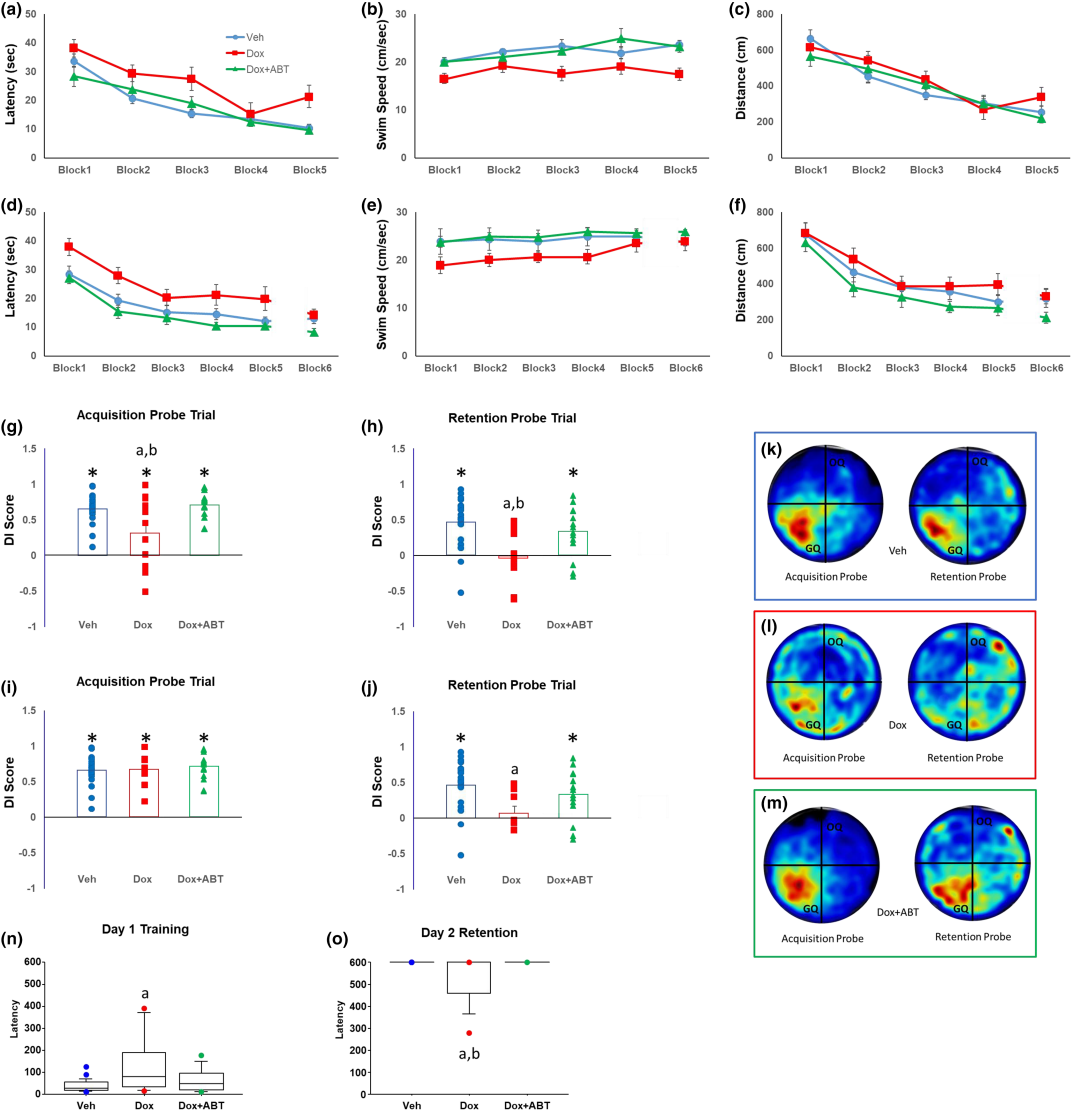
ABT‐263 treatment ameliorated Dox‐induced impairments in cognition. (a, d) latency, (b, e) swim speed and (c, f) escape distance for each training block for the cue discrimination a–c and spatial discrimination d–f tasks. The data are expressed as Mean ± SEM. Discrimination index (DI score) for the (g) acquisition and (h) retention probe trials on the watermaze. (i, j) Same data as g–h, except that data for the Dox group were limited to those that performed above chance (DI score >0) during acquisition testing. (k–m) Group mean heat maps for the animal's position during the acquisition and retention probe trials. (n, o) Box plots for latency to enter the dark compartment of inhibitory avoidance during (n) Day 1 training and (o) Day 2 retention testing (*n* = 22 for Veh, *n* = 13 for Dox and *n* = 14 for Dox + ABT); Data represented as mean ± SEM; a = significantly different (*p* < 0.05) from Veh, b = significantly different (*p* < 0.05) from Dox + ABT. Asterisks indicate a significant difference (*p* < 0.05) from chance performance (g–j).

Three days following the cue discrimination task, a 1‐day version of the spatial water maze task was performed. A repeated measures ANOVA confirmed a significant effect across training blocks [*F*_(5, 230)_ = 31.10; *p* < 0.0001] and treatment [*F*_(2, 46)_ = 9.94; *p* < 0.0005] on the latency to escape (Figure 2d). Again, post hoc tests indicated a longer latency for the Dox group compared to the other two groups. Examination of swim speed confirmed an increase in swim speed over the course of learning [*F*_(5, 230)_ = 5.31; *p* < 0.001] and a treatment effect [*F*_(2, 46)_ = 9.10; *p* < 0.001], with a significant interaction between treatment and training [*F*_(10, 230)_ = 2.13; *p* < 0.05] due to a slower swim speed for Dox‐treated animals relative to the other groups (Figure 2e). A repeated measures ANOVA on the distance to platform yielded a significant effect across training blocks [*F*_(5, 230)_ = 22.24; *p* < 0.0001] and a treatment effect [*F*_(2, 46)_ = 3.54; *p* < 0.05] in the absence of an interaction. Post hoc comparisons indicated that Dox‐treated animals exhibited an increase in pathlength relative to the Dox + ABT group (Figure 2f).

The discrimination index (DI) scores for the acquisition probe trial exhibited a significant treatment effect [*F*_(2, 46)_ = 6.78; *p* < 0.005] and post hoc analysis indicated poorer performance by the Dox treatment group relative to Veh and Dox + ABT. However, one group *t*‐tests on the DI scores of each of the three groups indicated that all groups were significantly above chance (DI score = 0) (Figure 2g). Examination of the DI scores for the 24‐h retention probe trial indicated a significant treatment effect [*F*_(2, 46)_ = 8.11; *p* < 0.005] due to lower DI scores for the Dox‐treated group relative to Veh and Dox + ABT. One group *t‐*tests on the retention probe trial DI scores for the three groups indicated that the DI scores were above chance only for the Veh and Dox + ABT treatment groups (Figure 2h), indicating a memory deficit for the Dox group. It is possible that the observed memory deficit was due to impaired learning for the Dox group, as we observed a significant deficit in the DI score of Dox animals for the acquisition probe trial. Therefore, to test for a memory deficit, we excluded five animals from the Dox group, which did not exhibit learning during the acquisition probe trial (i.e., DI ≤0 for the acquisition probe trial) and reevaluated performance. Using this exclusion criterion resulted in no group differences in DI scores for the acquisition trial (Figure 2i); however, a treatment effect was still observed for the retention trial [*F*_(2, 41)_ = 3.92; *p* < 0.05] due to decreased retention in the Dox group relative to the Veh group. Moreover, the retention DI scores for the Dox group continued to not be different from chance (Figure 2j). The results strongly indicate an impairment in the memory retention for the Dox‐treated animals, which was ameliorated by ABT‐263 treatment.

For the inhibitory avoidance task, a Kruskal–Wallis test on the data pertaining to the latency of the rats to enter the dark chamber on the Day 1 training day yielded a significant effect of treatment (H = 7.59; *p* < 0.05) (Figure 2n). Post hoc Mann–Whitney *U* tests indicated an increased latency for the Dox group relative to Veh, with no difference between Dox + ABT and the other two groups. A Kruskal–Wallis test for the Day 2 retention test latency to enter the dark chamber showed a significant effect of treatment (H = 11.79; *p* < 0.005). Post hoc Mann–Whitney *U* tests yielded a significant difference between Dox, and both Veh and Dox + ABT groups (Figure 2o). The difference was due to ~30% of the Dox‐treated animals (4 of 13 animals) re‐entering the dark chamber at some point during the retention testing while none of the Veh or the Dox + ABT animals entered the dark chamber (Figure 2o). Together, these results indicate that Dox treatment decreased swim speed and impaired the retention of spatial/contextual memory and these behavioral deficits were alleviated by the senolytic treatment with ABT‐263.

### 2.3 Dox‐induced impairment of NMDAR synaptic function was ameliorated by ABT‐263 treatment

Electrophysiological characterization of hippocampal slices was carried out to assess the effects of Dox on the total synaptic response (Figure 3a,b) and the NMDAR component of the synaptic response (Figure 3c,d). A repeated measures ANOVA on the input/output curve for the slope of the total synaptic response indicated a significant effect of stimulation intensity on the response [*F*_(7, 147)_ = 60.89; *p* < 0.0001] in the absence of a treatment effect or interaction (Figure 3b). In contrast, an effect of stimulation intensity [*F*_(7, 161)_ = 101.63; *p* < 0.0001] and treatment [*F*_(2, 23)_ = 6.53; *p* < 0.01] and an interaction of stimulation intensity and treatment [*F*_(14, 161)_ = 8.30; *p* < 0.0001] was observed for the NMDAR component of the synaptic response (Figure 3d). Treatment effects were due to a decrease in the response of Dox group relative to Veh and Dox + ABT groups.

**FIGURE 3:**
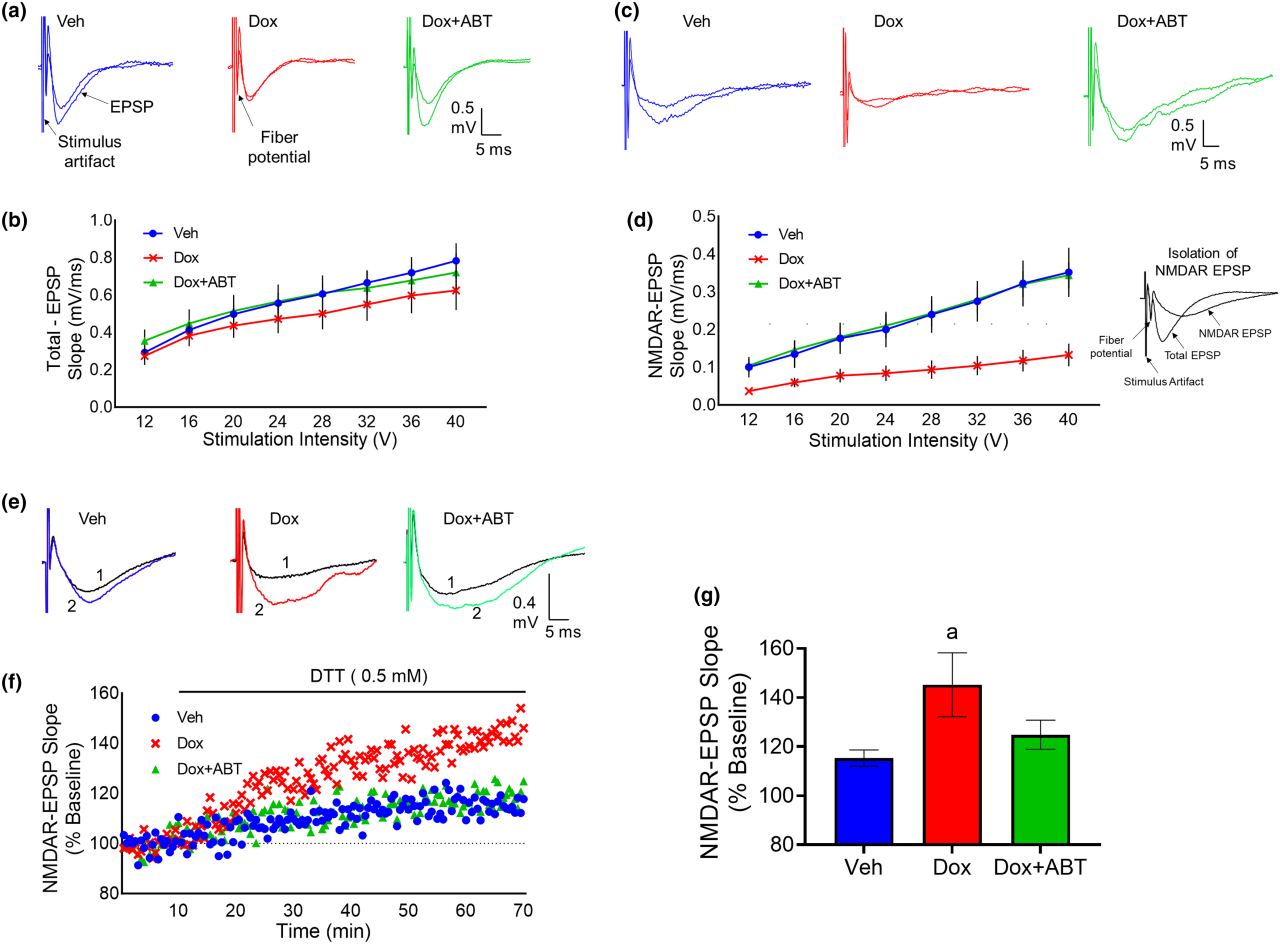
ABT‐263 treatment preserved synaptic function in the hippocampus. (a) Examples for the total synaptic responses for stimulation intensity at 12 and 20 V for the three groups. (b) Input/output curve of the mean ± SEM slope of total excitatory postsynaptic field potentials recorded from hippocampal CA3‐CA1 synapses. (c) Examples for the NMDAR synaptic responses for stimulation intensity at 16 and 20 V for the three groups. (d) Input/output curve of the mean ± SEM slope of NMDAR synaptic field potentials recorded from hippocampal CA3‐CA1 synapses. (e) Examples for the NMDAR synaptic response before (1) and 1 h after (2) application of DTT. (f) Time course of the growth of the NMDAR‐mediated component of the EPSP during application of DTT (bar). Each point represents the mean relative to the baseline. (g) Mean ± SEM growth of the NMDAR‐mediated component of the EPSP, 1 h after application of DTT. Data are represented as mean ± SEM. *n* = 10/5 slices/animals for Dox; *n* = 8/4 slices/animals for Veh and *n* = 7/4 slices/animals for Dox + ABT. a = significantly different (*p* < 0.05) from Veh.

Previous work indicates that a decrease in NMDAR function can result from altered redox signaling due to an increase in oxidative stress associated with aging and inflammation (Bodhinathan et al., 2010; Foster, 2019; Kumar, Yegla, et al., 2018). To test this idea, the stimulation intensity was adjusted to evoke an NMDAR synaptic response ~50% of maximum (Figure 3e). After recording a stable baseline, the reducing agent dithiothreitol (DTT, 0.5 mM) was bath applied and the response was followed for 1 h (Figure 3f). Figure 3g shows the mean increase in the NMDAR‐mediated synaptic response at the end of 1 h. An ANOVA indicated a tendency (*p* = 0.09) for an effect of treatment on the growth of the response to DTT. Post hoc tests indicated that DTT significantly increased the response for the Dox group (*n* = 10/5 slices/animals) relative to the Veh group (*n* = 8/4 slices/animals), which was attenuated by the treatment with ABT‐263 (*n* = 7/4 slices/animals). These results demonstrate that the Dox treatment‐induced impairment in NMDAR synaptic function is linked to redox signaling and can be alleviated by the ABT‐263 senolytic treatment.

### 2.4 The effect of Dox on the transcriptome was attenuated by ABT‐263 treatment

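The dentate gyrus (DG), the hippocampal subregion that holds the granule cells, was examined in 26 male Fischer rats about 6 months of age, with 10 rats in the Veh group, 8 in the Dox group and 8 in the Dox + ABT group, and 1 library was sequenced per rat. Doxorubicin (Dox), an anthracycline used in chemotherapy, was given at 2 mg/kg once a week for 4 weeks, and the Dox + ABT group also received the senolytic ABT-263, an inhibitor of Bcl-2 family proteins, at 12 mg/kg by gavage. The paper states that the Veh rats were part of an ongoing study of brain aging. The authors selected poly(A) RNA, sequenced the libraries on an Ion Proton instrument, aligned the reads to the rat genome rn6 with STAR in Partek Flow and divided each library by its factor from the Median Ratio method. The deposited values are these normalized counts, not raw reads. They are listed for 24012 transcript rows with 17910 Ensembl gene IDs, of which 13697 had 1 row and the others up to 14 rows. The rows of a gene were summed here, a choice made after the values and the results for rows and for genes had been seen. The smallest step between low values is what 1 read is worth in a library, and it gave an estimated median of 16693000 reads per rat in the Veh group (range 10156500 to 24291600), 15642400 in the Dox group (13427400 to 24130300) and 15112000 in the Dox + ABT group (12346800 to 20199900). Estimated reads on the log2 scale did not differ between Dox and Veh (exact permutation test, two-sided, p = 0.865), Dox + ABT and Veh (p = 0.566) or Dox and Dox + ABT (p = 0.392). Among low values, 75.9% to 81.4% per library came out as whole reads in genes with 1 row and 16.0% to 20.5% in genes with several rows, so raw counts were not recovered and no test for counts was applied. The tests used log2(normalized count + 1) over the 15595 genes with a mean of at least 5 normalized counts, and fold changes on this scale understate the change of low genes. All 26 rats entered 1 linear model with a term for each group, and groups were compared by limma's moderated test, two-sided, at the paper's threshold of p under 0.01 without adjustment, with Benjamini-Hochberg adjustment over the tested genes given beside it.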

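The libraries also differed within each group. The first principal component of the deviations from the group means, over genes with a mean of at least 20 normalized counts, carried 28.4% of the variance within groups. Its weights for the genes were applied to values centred on the mean of all 26 rats, so the scores also hold differences between groups. They separated 16 libraries with scores from -37.9 to -0.818 from 10 libraries with scores from 21.01 to 38.3. These are called the first and the second kind of library. The first kind comprised 4 Veh, 5 Dox and 7 Dox + ABT rats and the second kind 6 Veh, 3 Dox and 1 Dox + ABT rats. Genes for ribosomal proteins took 0.947% ± 0.127 (SD, n = 16) of the normalized counts in the first kind and 1.53% ± 0.209 (SD, n = 10) in the second, mitochondrial genes took 8.07% ± 1.89 and 13.0% ± 2.95, and the estimated reads per library were 14898000 ± 2545990 and 19353500 ± 3079300. Between the kinds, 5479 of the 15595 genes differed at p under 0.01 within groups. The kinds were found from the values after these had been seen, and the paper's text names no batch of libraries. Since both occur in every group they were treated as a technical split. An effect of treatment on the scores is not excluded, and the covariate could then remove part of that effect. Results with the kind of library as a covariate, or within a kind, are given beside the pooled ones. With 1 Dox + ABT rat, the second kind does not allow comparisons with that group.

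**Figure D1:**
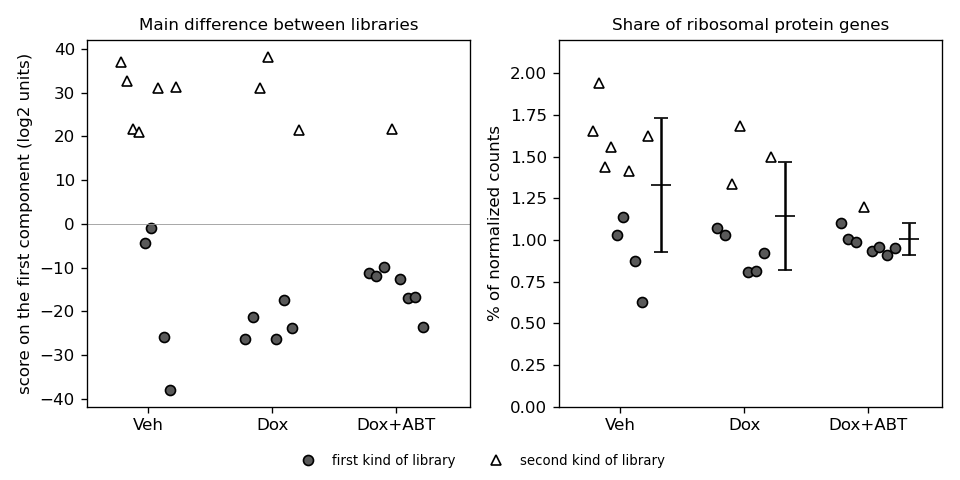
Left, score of each rat's library on the first principal component of the deviations from the group means, with values centred on the mean of all 26 rats (log2 units). Right, share of normalized counts on genes for ribosomal proteins in each rat, in percent, with bars for the mean ± SD of each group. Circles are libraries of the first kind and triangles of the second. The second kind makes up 6 of 10 Veh, 3 of 8 Dox and 1 of 8 Dox + ABT libraries, and the ribosomal share averages 1.33% in Veh, 1.14% in Dox and 1.01% in Dox + ABT.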

We employed next‐generation sequencing to examine Dox‐induced alterations of gene expression in the dentate gyrus (DG) of the hippocampus. Statistical filtering (*p* < 0.01) for differences in gene expression indicated that, compared to the Veh group (*n* = 10), the Dox group (*n* = 8) exhibited 325 genes that increased and 365 genes that decreased expression. These 690 genes were used to compare the Veh group (*n* = 10) and Dox + ABT group (*n* = 8). 

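At p under 0.01 in limma's test, 159 genes were higher and 289 genes were lower in the Dox group than in the Veh group, 448 in all, where 156 of the 15595 tested genes would pass by chance. Of 100 splits of the Dox and Veh rats into groups of 8 and 10, the real one included, 17 gave at least 448 genes. The excess over 156 therefore cannot be told apart from what other groupings of these rats give. Over the 448 genes the median size of the change was 0.56 on the log2 scale, and changes ran from -2.05 to 2.22, with 56 genes changed by more than 1. After Benjamini-Hochberg adjustment, 3 genes had an adjusted p under 0.05, and all were lower in Dox, while 1583 genes had an unadjusted p under 0.05. Slc35d3, which encodes a nucleotide sugar transporter and was chosen after its values were seen, fell from 60.0 ± 16.8 (SD, n = 10) normalized counts in Veh to 22.9 ± 8.65 (SD, n = 8) in Dox. Its log2 fold change was -1.41 (standard error 0.23, limma adjusted p = 0.0159), and all 8 Dox rats lay below every Veh rat. Fcrl2 had 175 ± 38.3 normalized counts in Veh and 87.8 ± 33.3 in Dox, with a log2 fold change of -1.05 (limma adjusted p = 0.0326; 6 of 8 Dox rats below every Veh rat), and Hhatl had 204 ± 71.1 and 84.2 ± 26.4, with -1.23 (limma adjusted p = 0.0326; 5 of 8 Dox rats). Among genes with a mean of at least 50 normalized counts, the next smallest p in the lower direction belonged to the cholesterol synthesis gene Cyp51 (log2 fold change -0.46, p = 2.64e-05), the astrocyte gene Gfap (-0.75, p = 4.07e-05) and the clock output gene Dbp (-0.62, p = 4.11e-05), each with an adjusted p of 0.0547. In the higher direction they belonged to Fn1 (1.33, p = 3.74e-05), Pla2g3 (2.22, p = 4.78e-05), Fbxo34 (0.37, p = 0.000104), Car7 (0.55, p = 0.000149) and Sult1a1 (0.79, p = 0.000232), with adjusted p from 0.0547 to 0.114. Pla2g3 had 13.9 ± 7.89 normalized counts in Veh and 126 ± 174 in Dox, so its spread among Dox rats exceeded its mean. With the kind of library as a covariate, 167 genes were higher and 254 lower, 6 of them at an adjusted p under 0.05, and 350 of the 448 genes passed again. Within the first kind (5 Dox and 4 Veh rats) 378 genes were higher and 364 lower, and within the second (3 Dox and 6 Veh rats) 261 were higher and 295 lower, and 154 and 118 of the 448 genes, which were picked on the same rats, passed there. Of the alternatives run, weighting each library by how well it fitted (arrayWeights) moved the counts most, to 1442 higher and 1708 lower genes.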

Statistical filtering (*p* < 0.01) for differences in gene expression revealed that combining Dox with ABT‐263 attenuated the effect of Dox, as 82% of the genes influenced by Dox were not different from the Veh group when ABT‐263 was included in the treatment.

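Of the 448 genes that differed between Dox and Veh, 381 did not differ between Dox + ABT and Veh at p under 0.01 in limma's test, which is 85.0% (Wilson 95% interval 81.4% to 88.0%, counting genes as if independent). The other 67 genes changed in the same direction in both treated groups. Among genes that did not differ between Dox and Veh, 92.4% likewise did not differ between Dox + ABT and Veh. Over all tested genes, 1222 differed between Dox + ABT and Veh, 606 of them higher and 616 lower, of which 1155 lay outside the 448 genes; none reached an adjusted p under 0.05 (0 genes, with 3510 at an unadjusted p under 0.05). In the direct comparison, 105 of the 448 genes (23.4%) differed between Dox and Dox + ABT at p under 0.01, and 180 did so at p under 0.05. In Dox + ABT, all 105 lay toward Veh from Dox. The mean of Dox + ABT lay nearer to Veh than the mean of Dox in 413 of the 448 genes, and the median ratio of the change in Dox + ABT to the change in Dox was 0.487. The 448 genes were picked on the same Dox rats for differing from Veh, which in part builds in these directions and this ratio. In all, 629 genes differed between Dox and Dox + ABT, 0 of them at an adjusted p under 0.05 (smallest limma adjusted p 0.0526), with 1974 at an unadjusted p under 0.05. With the kind of library as a covariate, 96.4% of the genes changed in Dox did not differ between Dox + ABT and Veh, against 98.7% of the other genes, 214 genes differed between Dox + ABT and Veh, and 743 between Dox and Dox + ABT (4 at an adjusted p under 0.05). Within the first kind these figures were 96.6%, 99.0%, 172 genes and 1281 genes, of which 234 had an adjusted p under 0.05. A gene picked at p under 0.01 in some rats often misses that threshold in others: in 100 draws that picked genes in part of the Dox and Veh rats, a median of 95.1% of them did not differ between the remaining Dox and Veh rats, and 98.0% did not differ between as many Dox + ABT rats and the remaining Veh rats. The mean change of the picked genes, in the direction in which they were picked, was 0.30 in the remaining Dox rats and 0.11 in the Dox + ABT rats on the log2 scale (medians over draws). Under arrayWeights the share without a difference was 34.3%, the lowest of the alternatives. From the share of genes influenced by Dox that did not differ from the Veh group when ABT-263 was included, the paper concludes that combining Dox with ABT-263 attenuated the effect of Dox.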

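For gene categories, lists of genes were drawn up by hand before the data were examined, and the categories of DAVID, which the authors used, were not used here. Each rat received a score per list, the mean of the z-scores of the list's genes, and scores were compared between groups by a two-sided exact permutation test over the 43758 splits of 8 and 10 rats, with Benjamini-Hochberg adjustment over 11 lists. Of the UDP-glucuronosyltransferases, which conjugate drugs and steroids with glucuronic acid, the values hold 1 gene, Ugt1a6, on 10 rows, 4 of which had a mean of at least 5; reads on the exons that the Ugt1a genes share could have been split between rows, so its value is uncertain. Its normalized counts were 103 ± 26.7 (SD, n = 10) in Veh, 156 ± 86.5 (SD, n = 8) in Dox and 117 ± 18.9 (SD, n = 8) in Dox + ABT. The log2 fold change of Ugt1a6 between Dox and Veh was 0.48 (standard error 0.21, limma p = 0.0311, adjusted p = 0.451), 5 of the 8 Dox rats were above the Veh median, and the change was 0.56 in the first kind of library and 0.06 in the second. The score difference was 0.97 (exact p = 0.0825, adjusted 0.181). Dox 1 and Dox 2, both of the first kind, scored 2.14 and 3.04, and the other Dox rats -0.84 to 0.80, so much of the difference came from these 2 rats. For 40 enzymes of xenobiotic metabolism, cytochrome P450 families and glutathione S-transferases among them, the score was 0.17 ± 0.622 in Veh and -0.10 ± 0.395 in Dox, a difference of -0.27 (exact p = 0.304, adjusted 0.372), with 0.17 within the first kind of library (exact p = 0.667) and -0.46 within the second (exact p = 0.0238). Of these genes 11 were higher and 29 lower in Dox, 0 of the 40 passed p under 0.01 in either direction, and the smallest p belonged to Ephx2 (log2 fold change -0.48, p = 0.0129), Gstm4 (0.24, p = 0.0323) and Gstt3 (-0.30, p = 0.0384). The sulfotransferase Sult1a1, named above among the higher genes with the smallest p, is not on this list. For 7 haemoglobin and red-cell genes, the carriers of nitric oxide in blood, the score was -0.13 ± 0.770 in Veh, 0.55 ± 1.39 in Dox and -0.38 ± 0.419 in Dox + ABT, a difference of 0.68 between Dox and Veh (exact p = 0.205, adjusted 0.323). Stratified by kind of library, that difference was 1.04 (exact p = 0.0130), with 0.81 within the first kind (exact p = 0.206) and 1.29 within the second (exact p = 0.0595). The globin genes are near-identical copies that can share reads, and Hba-a2 had 2996 ± 2074 normalized counts in Veh, 11839 ± 15976 in Dox and 1735 ± 873 in Dox + ABT. Positive regulation of cell death was not analysed here. For the xenobiotic enzymes, the score difference ran from -0.44 to -0.20 with 1 rat left out, and camera, a test of the list against all other genes, placed the list lower in Dox (p = 0.00842, and 0.0615 with the kind of library as a covariate). Camera was run with its preset low correlation between genes, so its p-values overstate the evidence where a list's genes vary together.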

Nondirected gene cluster analysis for genes that increased expression in the Dox group (*n* = 8), relative to the Veh group (*n* = 10), indicated enrichment for categories involved in detoxification including glucuronidation, cellular response to xenobiotic stimulus, metabolism of xenobiotics by cytochrome P450, positive regulation of cell death, and nitric oxide transport. Decreased expression was linked to nervous system development, neurogenesis, and myelination. 

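For 28 myelination genes, the list score was 0.09 ± 0.756 (SD, n = 10) in Veh, -0.36 ± 0.381 (SD, n = 8) in Dox and 0.24 ± 0.615 (SD, n = 8) in Dox + ABT. The difference between Dox and Veh was -0.45 (two-sided exact permutation test, p = 0.144, adjusted 0.264), with -0.39 within the first kind of library (exact p = 0.587) and -0.50 within the second (exact p = 0.119), and that between Dox and Dox + ABT was -0.60 (exact p = 0.0305), with -0.44 within the first kind (exact p = 0.135). By gene, 5 of the 28 passed p under 0.01 in limma's test, all lower in Dox, which is more than their share of the 15595 tested genes (Fisher's exact test, two-sided, p = 0.000146, adjusted over 9 lists 0.000658). In camera the list was lower in Dox at p = 5.16e-05. Neither Fisher's test nor camera, as run here, allows fully for genes that vary together over the same rats. Both p-values may thus overstate the evidence. Enpp6, the member with the smallest p, fell by 0.68 (p = 0.000287, adjusted 0.114) on the log2 scale, and 7 of the 8 Dox rats were below the Veh median. For 34 genes of neurogenesis and nervous system development, the score was 0.17 ± 0.153 in Veh, -0.09 ± 0.140 in Dox and -0.12 ± 0.190 in Dox + ABT. Its difference between Dox and Veh was -0.25 (exact p = 0.00142, adjusted 0.0052), with -0.19 within the first kind (exact p = 0.0397) and -0.24 within the second (exact p = 0.0476). Between Dox + ABT and Veh the difference was -0.29 (exact p = 0.00274), and between Dox and Dox + ABT it was 0.03 (exact p = 0.692). Of the 34 genes 23 were lower in Dox, 3 of them at p under 0.01, and with the median in place of the mean of the z-scores the difference was -0.22 (exact p = 0.0957). Igfbpl1, a gene of newborn neurons, fell by 0.94 (p = 0.00191) from 17.0 ± 4.16 normalized counts in Veh to 9.38 ± 5.46 in Dox, and Tubb2b fell by 0.43 (p = 0.00665). Mki67, a gene of proliferating cells on the same list, was higher in Dox, with 142 ± 45.1 normalized counts in Veh and 293 ± 190 in Dox (log2 fold change 0.86, p = 0.00241).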

Notably absent was significant gene clustering for categories normally linked to aging including increased expression of genes involved in regulation of immune response, oxidative stress, cellular senescence, and decreased expression for synaptic component genes. 

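For 40 genes of microglia and the immune response, the list score was 0.19 ± 0.408 (SD, n = 10) in Veh, -0.21 ± 0.247 (SD, n = 8) in Dox and -0.02 ± 0.356 (SD, n = 8) in Dox + ABT, a difference of -0.40 between Dox and Veh (two-sided exact permutation test, p = 0.0283, adjusted 0.0778), with -0.23 within the first kind of library (exact p = 0.421) and -0.53 within the second (exact p = 0.0952). Of these genes 28 were lower and 12 higher in Dox, and 9 passed p under 0.01 in the lower direction (Fisher's exact test, two-sided, p = 3.76e-08, adjusted 3.39e-07) and 1 in the higher. Fisher's test counts genes as if independent, so its p-values may overstate the evidence where genes vary together over the same rats. C3, Aif1 and Cx3cr1 fell by 0.86 (p = 0.00133), 0.61 (p = 0.00237) and 0.64 (p = 0.00274) on the log2 scale in limma's test, with adjusted p from 0.188 to 0.244. For 34 genes of oxidative stress, the score difference was -0.16 (exact p = 0.464, adjusted 0.482), with 0.21 within the first kind (exact p = 0.532) and -0.37 within the second (exact p = 0.0833), 21 genes were lower and 13 higher, and 1 passed p under 0.01, the cystine transporter Slc7a11, which fell by 0.45 (p = 0.000496); Ncf1 (-0.54, p = 0.0117) and Sod3 (-0.39, p = 0.0231) followed. For 27 genes of cellular senescence, the score was -0.04 ± 0.212 in Veh and 0.13 ± 0.362 in Dox, a difference of 0.17 (exact p = 0.245, adjusted 0.337), with 0.23 within the first kind (exact p = 0.341) and 0.02 within the second (exact p = 0.833). Of the senescence genes 4 passed p under 0.01, all higher in Dox, which is more than their share of the tested genes (Fisher's exact test, two-sided, p = 0.000152, adjusted 0.00137). Cdkn1a and Tgfb3 are among them, and the paper names both as increased on the same rats, so this p-value may overstate the evidence. Also among the 4 genes, Vegfa had 884 ± 356 normalized counts in Veh, 1409 ± 463 in Dox and 1335 ± 212 in Dox + ABT. Its log2 fold change of 0.72 (p = 0.00192) was 0.00 in the first kind of library and 1.31 in the second. For 68 genes of synaptic components, listed before the data were examined and without regard to Figure 4, the score difference was 0.11 (exact p = 0.482, adjusted 0.482), 39 genes were higher and 29 lower in Dox, and 1 gene in each direction passed p under 0.01: Grin2a was higher (0.53, p = 0.00533) and Grin2c lower (-0.24, p = 0.00613). Gabbr1, whose reads were shared over 12 rows, fell by 0.27 (p = 0.0183).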

In many cases, there were several genes altered within these categories; however, the total number did not reach the level of significance for nondirected analysis. 

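Of the genes linked to cellular senescence, the cell cycle inhibitor Cdkn1a (p21) had 57.4 ± 22.4 (SD, n = 10) normalized counts in Veh, 189 ± 205 (SD, n = 8) in Dox and 59.7 ± 16.8 (SD, n = 8) in Dox + ABT. Its log2 fold change between Dox and Veh was 1.20 (standard error 0.36, limma p = 0.0027, adjusted p = 0.242), all 8 Dox rats were above the Veh median, and the change was 1.52 in the first kind of library and 0.55 in the second. Tgfb3 had 214 ± 25.9 normalized counts in Veh and 263 ± 27.7 in Dox, with a log2 fold change of 0.30 (standard error 0.086, p = 0.00155, adjusted p = 0.196) and 8 of 8 Dox rats above the Veh median. Gadd45g had 76.1 ± 28.6 in Veh, 142 ± 70.0 in Dox and 122 ± 32.2 in Dox + ABT, with a log2 fold change of 0.82 (standard error 0.27, p = 0.00496, adjusted p = 0.292) and 5 of 8 Dox rats above the Veh median. Myc had 89.9 ± 16.0 in Veh, 123.5 ± 40.8 in Dox and 97.5 ± 17.3 in Dox + ABT, with a log2 fold change of 0.42 (standard error 0.15, p = 0.0110, adjusted p = 0.358) and 7 of 8 Dox rats above the Veh median. Figure 4a prints 36 names of genes linked to the response to lipopolysaccharide, the immune effector response or senescence, and 34 of them had a mean of at least 5 normalized counts; Cxcl1 (mean 2.598) and Cd226 (mean 2.18) were below it. All 34 were higher in Dox than in Veh, by 0.13 to 2.05 on the log2 scale (median 0.46), 29 of them at p under 0.05 and 16 at p under 0.01. The adjusted p was under 0.05 for 29 of the 34 genes over this list, which the authors chose on the same rats, and for 0 genes over all tested genes. With the kind of library as a covariate 17 of the genes passed p under 0.01, and 12 did so within the first kind and 3 within the second. In 19 of the genes a single row passed p under 0.01. The genes changed most were Bcl3 (2.05, p = 0.0019), with a mean over all rats of 7.36 normalized counts, Dcst1 (1.75, p = 1.33e-05, adjusted p = 0.0519), which had 7.39 ± 3.12 in Veh and 31.5 ± 22.9 in Dox, and Fn1, which had 619 ± 287 in Veh and 1579 ± 799.9 in Dox.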

For example, Dox treatment was associated with increased expression of 33 genes involved in the lipopolysaccharide or immune effector response and 4 genes involved in cellular senescence (*Cdkn1a*, *Myc*, *Gadd45g*, *Tgfb3*). 

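In the direct comparison of Dox with Dox + ABT, 18 of the 34 tested genes of Figure 4a were higher in Dox at p under 0.05 in limma's test, 26 with the kind of library as a covariate and 25 within the first kind. In Dox + ABT, 32 of the 34 genes had a smaller change from Veh than in Dox, and 1 gene, Edn1, differed from Veh at p under 0.01 (log2 fold change 0.99, p = 0.00677). Cdkn1a was higher in Dox than in Dox + ABT by 1.10 on the log2 scale (p = 0.00768) and Tgfb3 by 0.40 (p = 0.000154), whereas the differences for Myc (0.30, p = 0.0735) and Gadd45g (0.12, p = 0.664) did not pass p under 0.05, and Gadd45g remained higher in Dox + ABT than in Veh by 0.70 (p = 0.0152). Once the kind of library was a covariate, Myc (0.35, p = 0.0397) and Gadd45g (0.38, p = 0.0425) were higher in Dox than in Dox + ABT, and the difference of Gadd45g between Dox + ABT and Veh was 0.20 (p = 0.280). As a mean of z-scores over the 34 genes, each rat's score was -0.38 ± 0.227 (SD, n = 10) in Veh, 0.74 ± 0.771 (SD, n = 8) in Dox and -0.26 ± 0.198 (SD, n = 8) in Dox + ABT. The scores differed between Dox and Veh by 1.12 (two-sided exact permutation test, p = 4.57e-05), between Dox and Dox + ABT by 1.00 (exact p = 0.000311) and between Dox + ABT and Veh by 0.13 (exact p = 0.236). The authors chose these genes on the same rats, so a difference between Dox and Veh is built into the score, as it is in part for Dox and Dox + ABT, and these p-values overstate the evidence. Within the first kind of library the difference between Dox and Veh was 1.24 (exact p = 0.0317) and that between Dox and Dox + ABT 1.19 (exact p = 0.00126), and within the second kind Dox and Veh differed by 0.81 (exact p = 0.0119, the smallest that 3 rats against 6 allow). The scores of 2 Dox rats were 1.88 and 2.01 and those of the other Dox rats -0.01 to 0.68. With both of these rats left out, 3 of the 34 genes were higher in Dox than in Veh at p under 0.01, the fewest over the 28 pairs of Dox rats left out (median 17), and 11 were higher than in Dox + ABT at p under 0.05.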

For these 37 genes, 27 were significantly (*p* < 0.05) upregulated in the Dox group relative to the Dox + ABT group and expression was similar between the Dox + ABT group and Veh group (Figure 4a). Likewise, for 41 synaptic component genes that were decreased in the Dox group relative to the Veh group, the inclusion of ABT‐263 muted the effect of Dox treatment (Figure 4b).

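All 41 genes of Figure 4b were tested, and 40 of them were lower in Dox than in Veh, 33 at p under 0.05 and 24 at p under 0.01 in limma's test, with log2 fold changes from -1.23 to 0.13 (median -0.42). The exception was Snx14, which had 318 ± 108 (SD, n = 10) normalized counts in Veh, 337 ± 67.2 (SD, n = 8) in Dox and 450.4 ± 103 (SD, n = 8) in Dox + ABT. It was higher in Dox than in Veh by 0.13 (limma p = 0.474, adjusted p = 0.810). The adjusted p was under 0.05 for 33 genes over this list, which the authors chose on the same rats, and for 0 genes over all tested genes. Of the 41 genes 21 have several rows, and in 35 a single row passed p under 0.01. With the kind of library as a covariate 22 genes passed p under 0.01, and 8 did so within the first kind and 10 within the second. The genes changed most were Ddc (-1.23, p = 0.000603), Npas4 (-1.16, p = 0.000828), Tmem163 (-1.14, p = 6.63e-05) and Syt9 (-0.72, p = 0.0068). Ddc had 32.4 ± 12.3 normalized counts in Veh, 15.6 ± 9.52 in Dox and 29.4 ± 8.20 in Dox + ABT, and Npas4 had 34.1 ± 9.35, 16.8 ± 11.9 and 40.5 ± 25.8. In the direct comparison, 12 of the 41 genes were lower in Dox than in Dox + ABT at p under 0.05, 19 with the kind of library as a covariate and 14 within the first kind. In Dox + ABT, 37 of the 41 genes were higher than in Dox, which is toward Veh for all of these but Snx14. Of the 41 genes, 35 had a smaller change from Veh in Dox + ABT than in Dox. At p under 0.01, 8 differed between Dox + ABT and Veh, among them Snx14, which was higher by 0.53. The mean z-score over the 41 genes was 0.49 ± 0.374 (SD, n = 10) in Veh, -0.61 ± 0.446 (SD, n = 8) in Dox and 0.00 ± 0.349 (SD, n = 8) in Dox + ABT. Scores differed between Dox and Veh by -1.10 (two-sided exact permutation test, p = 2.29e-05, the smallest that the 43758 splits can give), between Dox and Dox + ABT by -0.61 (exact p = 0.00326) and between Dox + ABT and Veh by -0.49 (exact p = 0.0139). Within the first kind of library the first of these was -1.06 (exact p = 0.0159) and the second -0.69 (exact p = 0.00253), and within the second kind Dox and Veh differed by -0.96 (exact p = 0.0119). These p-values likewise overstate the evidence, since the genes were chosen on the same rats.

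**Figure D2:**
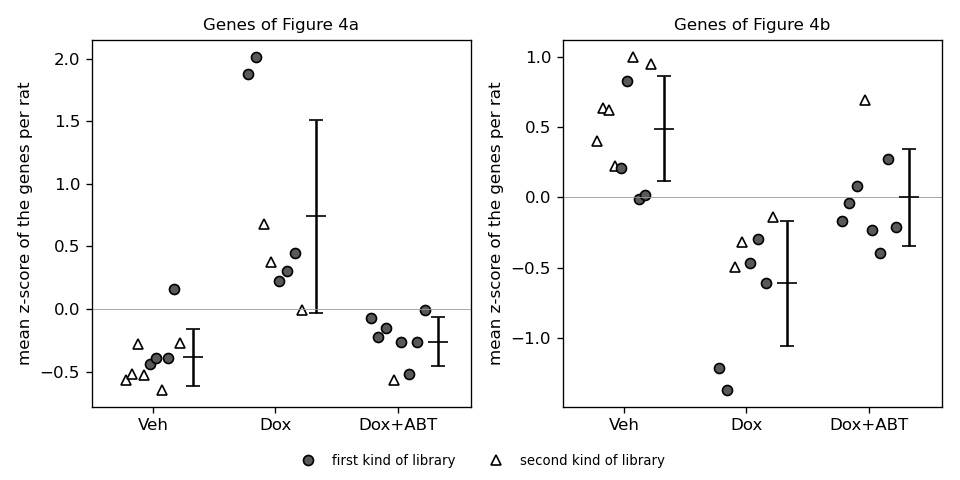
Mean z-score of each rat over the 34 tested genes of Figure 4a (left) and the 41 genes of Figure 4b (right), a unitless score relative to the average of all 26 rats; circles are libraries of the first kind, triangles libraries of the second kind, and bars the mean ± SD of each group. For Figure 4a, 2 Dox rats stand at 1.88 and 2.01 and the other Dox rats between -0.01 and 0.68; for Figure 4b, the Dox rats lie below every Veh rat and the Dox + ABT rats average 0.00, between the 2 other groups.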

**FIGURE 4:**
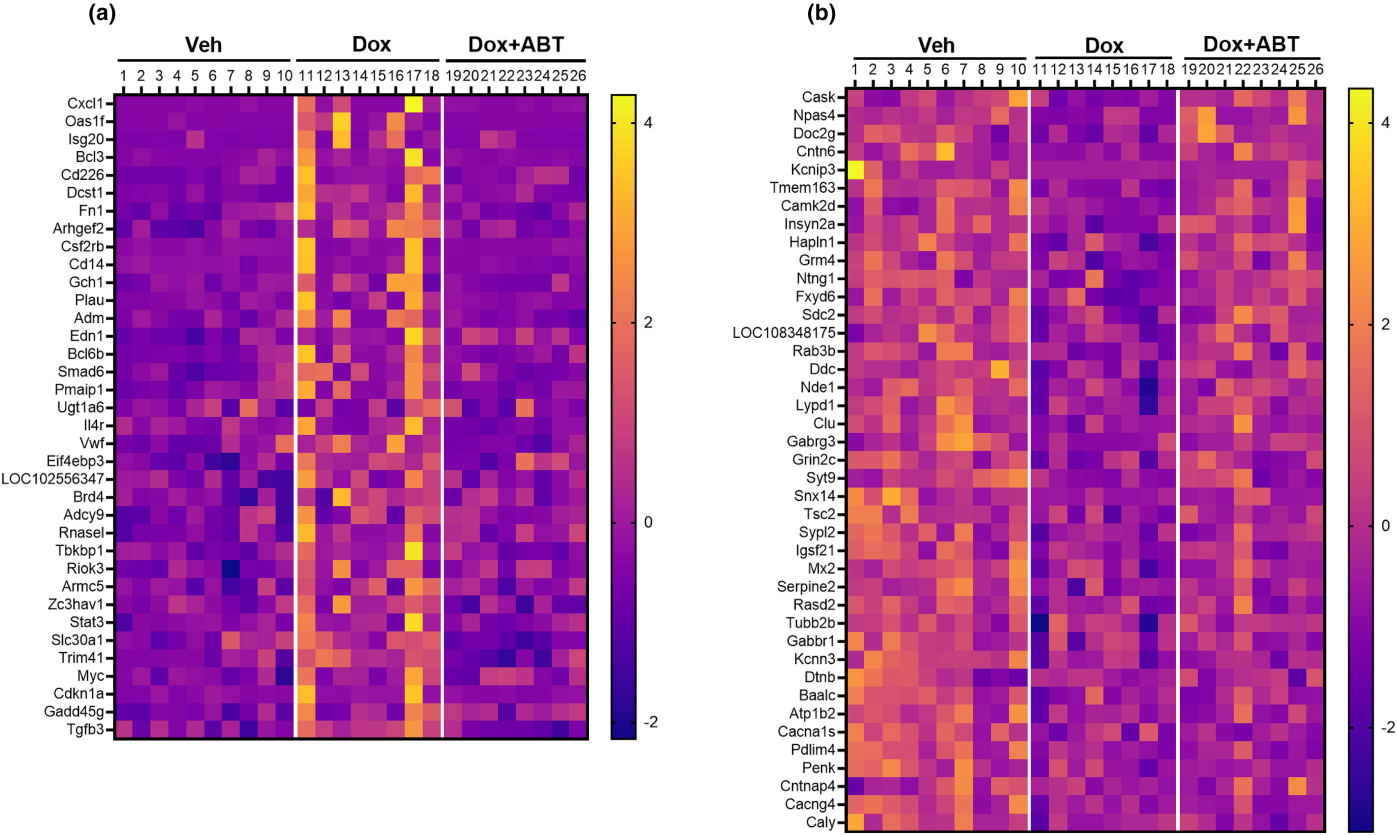
Effects of treatment on DG gene expression. Heatmap of expression patterns of DG genes under conditions of Veh, Dox, and Dox + ABT. (a) Heatmap of 37 genes that increased expression (*p* < 0.01) in Dox relative to Veh groups and were linked to lipopolysaccharide response, immune effector response or cellular senescence. (b) Heatmap of 41 synaptic component genes that decreased expression (*p* < 0.01) in Dox relative to Veh groups. Data are represented as *z*‐scores, normalized relative to the average expression across all animals (*n* = 10 for Veh; *n* = 8 for Dox and *n* = 8 for Dox + ABT).

### 2.5 Dox‐induced neuroinflammation and impairment of BBB integrity was mitigated by ABT‐263 treatment

Results from previous studies established that Dox administration induces morphological changes associated microglial activation (Chunchai et al., 2022; McAlpin et al., 2022). Therefore, we stained the cortical sections (*n* = 6 per group) for the ionized calcium‐binding adapter molecule 1 (Iba‐1) and assessed the morphological characteristics of the microglia. ANOVAs on phenotypic characteristics of microglia indicated a significant effect of treatment on soma size [*F*_(2, 15)_ = 19.98; *p* < 0.0001], number of processes per cell [*F*_(2, 15)_ = 4.49; *p* < 0.05], process length [*F*_(2, 15)_ = 12.60; *p* < 0.001], and number of process branches per cell [*F*_(2, 15)_ = 9.55; *p* < 0.005] (Figure 5a–e). Post hoc comparisons indicated that across all measures, there was no difference between Veh and Dox + ABT. The Dox group exhibited shorter branch length, decreased number of junction, and larger soma size relative to Veh and Dox + ABT groups. While the Dox group exhibited fewer processes relative to Veh, there was no difference between Dox and Dox + ABT. The morphological differences are consistent with previous reports of increased microglial activation due to Dox (McAlpin et al., 2022; Ongnok et al., 2021), which was ameliorated to a certain extent by ABT‐263 treatment.

**FIGURE 5:**
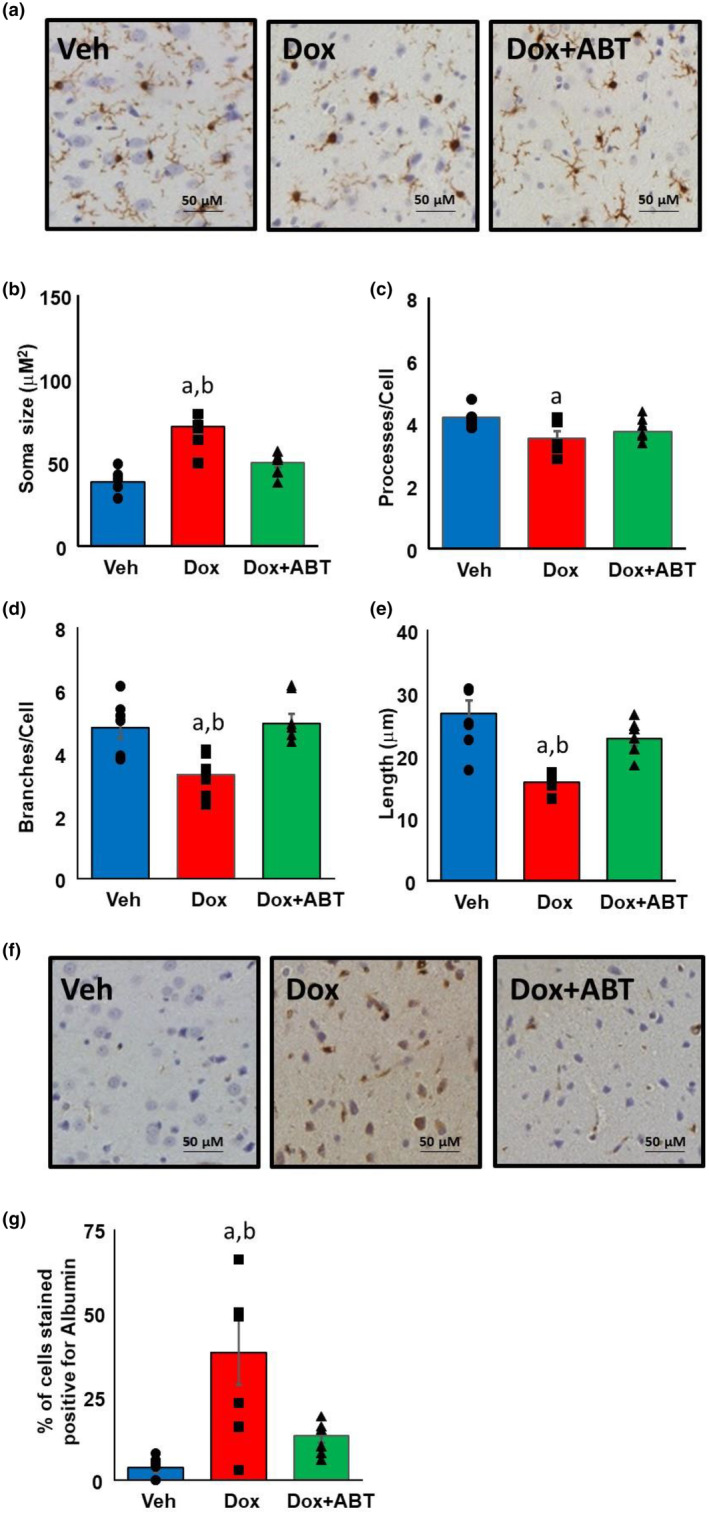
Dox‐induced microglial activation was reduced by ABT‐263. (a) Representative cortex sections immunohistologically stained for Iba‐1. Mean ± SEM for microglial morphological parameters (b) soma size, (c) processes per cell, (d) branches per cell, and (e) the average length of the process. (f) Representative cortex sections immunohistologically stained for albumin. (g) Bars represent mean ± SEM of proportion of cells stained positive for albumin. *n* = 6 per group; a = significantly different (*p* < 0.05) from Veh, b = significantly different (*p* < 0.05) from Dox + ABT.

Vascular dysfunction is associated with Dox treatment, which could lead to BBB disruption (Chunchai et al., 2022). Cortex sections (*n* = 6 per group) were stained for albumin, a peripherally restricted blood protein that enters the brain tissues when there is disruption of the BBB (Figure 5f). There was a significant [*F*_(2, 15)_ = 7.30; *p* < 0.01] difference across groups and post hoc comparisons indicated that the Dox group exhibited an increase in the proportion of cells stained for albumin relative to the other two groups (Figure 5g).

## 3 DISCUSSION

The current study confirmed that Dox impairs episodic spatial and contextual memory in rats as measured on the watermaze and inhibitory avoidance (Ali et al., 2020, 2022; Lal et al., 2023; Liedke et al., 2009). In the current study, we demonstrate that cognitive impairment was linked to peripheral inflammation and oxidative stress, which impaired NMDAR function. In addition, we confirm that many of the Dox‐induced changes are similar to that observed during aging (Bagnall‐Moreau et al., 2019; Gaman et al., 2016; Lopez‐Dominguez et al., 2021; Sun et al., 2022). A novel finding from the current study was that Dox‐induced NMDAR hypofunction through altered redox signaling. A similar redox‐mediated NMDAR hypofunction is observed during aging and linked to cognitive decline (Bodhinathan et al., 2010; Kumar & Foster, 2013; Lee et al., 2014). Finally, most of the Dox‐induced changes were reversed by senolytic treatment with ABT‐263.

There were several similarities in the periphery and the brain, between Dox treatment and aging, which were ameliorated by ABT‐263 treatment. Dox treatment‐induced gene markers of cellular senescence in peripheral tissues (*Cdkn2a*, *Cdkn1a*, *IL‐6*, *Mmp3*, *Tnfsf11*) (Abdelgawad et al., 2023; Lopez‐Dominguez et al., 2021; Sun et al., 2022) and, similar to aging, these markers were reduced by senolytic treatment (Budamagunta et al., 2023). Furthermore, Dox treatment increased systemic cytokines/chemokines, which were reduced by ABT‐263 treatment. Several cytokines/chemokines, which were increased in the current study, have been reported to increase with aging and are associated with impaired cognition of aging (Budamagunta et al., 2023; Scheinert et al., 2015; Serre‐Miranda et al., 2020; Speisman et al., 2013; Yegla & Foster, 2019). However, several differences between aging and Dox treatment are likely important when considering Dox treatment as a model of aging. Cognitive deficits may arise due to a variety of cytokines/chemokines. Due to differences in cell‐specific senescence, the manner in which senescence is induced, and dose relevant Dox‐induced damage, there are likely differences in the level and specificity of plasma cytokines/chemokines associated with aging, inflammatory diseases, and Dox treatment (Coppe et al., 2010). Similarly, the effectiveness of different senolytic interventions will depend on their dose and target cell type. In this regard, most of the Dox reactive cytokine/chemokines were ameliorated by ABT‐263 treatment in the current study.

The release of SASP factors from peripheral tissue likely contributed to observed markers that characterize the brains of aged animals with impaired episodic spatial and contextual memory. These cytokines can disrupt the BBB and induce morphological characteristics of activated microglia. Similar to ABT‐263 treatment of aging animals (Budamagunta et al., 2023), ABT‐263 was effective at preserving the BBB and mitigated morphological changes of microglial soma size, loss of branches, and loss of branch length.

Dox treatment increases plasma cytokines, which enter the brain to drive redox signaling (Aluise et al., 2010b, 2011; Joshi et al., 2010). The current study demonstrates that Dox‐induced redox changes lead to NMDAR hypofunction. A redox‐mediated NMDAR hypofunction is observed early in the course of aging and is associated with impaired spatial episodic memory starting in middle‐age (Kumar & Foster, 2013). Similar to the current study, previous work indicates that memory and NMDAR function can be similarly modulated by treatments that influence systemic inflammation or act on brain redox signaling (Barter et al., 2021; Bean et al., 2015; Budamagunta et al., 2023; Kumar, Rani, et al., 2018; Lee et al., 2014). Thus, the Dox treatment protocol employed in the current study may provide a good model for investigation of the early markers of cognitive aging, including senescent neurophysiology (Foster, 1999, 2019) and associated deficits in episodic memory, which depends on NMDAR function (Foster, 2012).

One previous study employed young mice (3–4 months, 3 mice per group) to examine the effects of Dox on the brain transcriptome (Cavalier et al., 2021). This study found only modest changes in gene expression (~100 total genes) induced by Dox treatment, including decreased expression of genes for nervous system development. We confirmed that Dox treatment decreased expression of genes for nervous system development, including genes linked to neurogenesis (Janelsins et al., 2010; McElroy et al., 2020; Park et al., 2018; Rendeiro et al., 2016; Usmani et al., 2023). Nevertheless, analyses of gene enrichment did not reveal large changes in other biological processes normally associated with aging (Barter et al., 2020; Budamagunta et al., 2023; Ianov, De Both, et al., 2017; Smith et al., 2020; Zeier et al., 2011). Although genes linked to the immune response, oxidative stress, and cellular senescence were significantly upregulated in the Dox group, the number of genes was below the level needed to be considered a significant cluster. The difference in the brain's transcriptional response to Dox treatment, relative to aging, may relate to the transcriptional resilience of young animals in the face of systemic inflammation (Barter et al., 2020) or to the duration of inflammation and age‐related epigenetic changes that contribute to altered gene expression (Barter & Foster, 2018; Ianov, Riva, et al., 2017; Rani et al., 2022; Sinha et al., 2021).

Dox‐induced cognitive impairment is thought to result from peripheral toxic effects and subsequent downstream brain changes (Ren et al., 2019), due in part to the limited ability of Dox to enter the brain (He et al., 2022; Vogler et al., 2011). The results of the current study are consistent with the idea that brain changes were due to peripheral cellular senescence and the release of SASP factors, which enter the brain to alter brain transcription, BBB integrity, microglial activation, synaptic function, and cognition (Budamagunta et al., 2023). Similarly, ABT‐263 exhibits limited brain access (Yamaguchi & Perkins, 2012). Nevertheless, ABT‐263 was able to ameliorate most of the effects of Dox. Thus, similar to aging, ABT‐263 appears to ameliorate brain changes and preserve cognition by reducing peripheral cellular senescence and the release of SASP factors (Budamagunta et al., 2023).

## 4 CONCLUSION

Together these results point to increased peripheral inflammation, associated with senescence of peripheral cells, contributing to brain changes that underlie chemotherapy‐induced cognitive impairment. Thus, it is likely that much of the influence of Dox treatment was mediated by peripheral changes, particularly the increase in systemic cytokines, which then influence synaptic memory mechanisms through oxidative stress.

## 5 EXPERIMENTAL PROCEDURES

### 5.1 Animals

Procedures and experiments pertaining to animals have been reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Florida. All the procedures and experiments involving animals were in accordance with the guidelines set forth by the United States Public Health Service Policy on Humane Care and Use of Laboratory Animals. This study utilized male Fischer 344 rats (6 months old), obtained from the breeding colonies of the National Institute on Aging. The animals were maintained in a reverse cycle 12:12 h light/dark schedule and provided with ad libitum access to food and water.

### 5.2 Treatments

Rats were allowed to acclimatize to their new animal facility and the reverse light cycle schedule for at least 10 days before the initiation of any procedure. For this study, rats (*n* = 49; ~6 months old) were divided into three groups of which one received Dox treatment (Dox; *n* = 13), another received a senolytic treatment of ABT‐263 in addition to the Dox treatment (Dox + ABT; *n* = 14). The third group received vehicle treatment (Veh; *n* = 22) and was part of an ongoing study to examine the effects of senolytic treatment on brain aging and cognitive decline (Budamagunta et al., 2023). For the two groups receiving Dox treatment, 2 mg/kg dose of Dox was administered once a week for 4 weeks while the group receiving the senolytic treatment received a 12 mg/kg dose of ABT‐263 for 5 consecutive days every other week (as depicted in Figure 1a). Dox was dissolved in saline and was administered intraperitoneally, while ABT‐263 was dissolved in a vehicle formulation containing 60:30:10 ratio of Phosal 50 PG, PEG400, and ethanol, respectively, and administered by oral gavage (Budamagunta et al., 2023). We monitored body weight over the 4 weeks of treatment for all Dox‐treated animals (Dox = 13, Dox + ABT = 14), as well as for a subset of vehicle‐treated animals (Veh = 14) (Figure 1b).

### 5.3 Behavior testing

#### 5.3.1 Cue discrimination task

All animals (*n* = 22 for Veh, *n* = 13 for Dox, and *n* = 14 for Dox + ABT) were behaviorally characterized. Two weeks after the last dose of Dox and 1 week after the last senolytic treatment, animals were tested on the cue discrimination task, as previously described (Barter et al., 2021; Budamagunta et al., 2023; Foster & Kumar, 2007; Guidi et al., 2014; Kumar & Foster, 2013; Kumar, Rani, et al., 2018). Briefly, a black circular, 1.7 M diameter, water tank within a well‐lit room was surrounded by a black curtain. The temperature of the water was maintained between 27°C and 28°C. An escape platform, roughly 1 cm above the water level, held a white visual cue. Noldus EthoVision software was used to record and process data from the trials. Before the testing, rats were separated into individual cages. After 20 min of acclimatization to the new cages, the animals were habituated to the pool by letting them swim freely for 30 s. Behavioral training consisted of five training blocks of three trials each and the entirety of cue discrimination training was completed in 1 day. The intertrial interval was 20 s and the inter‐block interval was 20 min. At the end of each block, the animal was returned to its cage which was placed under warmed air to prevent hypothermia. The location of the escape platform and the starting location were changed randomly with each trial. Each trial was limited to 60 s and if rats failed to escape, they were gently guided to the platform.

#### 5.3.2 Spatial discrimination task

Three days after the cue discrimination training, animals were trained on the 1‐day spatial version of the water maze to assess their ability to use the distally placed spatial cues to remember and navigate to the location of the submerged platform (Barter et al., 2021; Budamagunta et al., 2023; Foster & Kumar, 2007; Guidi et al., 2014; Kumar & Foster, 2013; Kumar, Rani, et al., 2018). Bright and contrasting objects were placed on all four sides of the pool to act as distally located spatial cues. The escape platform was submerged 1 cm below the water surface and its location was fixed throughout the duration of the spatial discrimination training. The training consisted of five blocks of three trials per block and the start location for each trial was changed randomly for each trial. Rats were given 60 s to find the location of the platform and if they failed to find the platform within the 60 s, they were gently guided to the platform. The intertrial interval was 20 s and the inter‐block interval was 20 min. At the end of each block, the rats were returned to their cage, which was placed under warmed air to prevent hypothermia.

At the end of the fifth block, an acquisition probe trial was performed. The platform was removed from the pool and each rat was started from the quadrant opposite to the goal quadrant, which previously held the platform and was allowed to swim freely for 60 s. After the end of the acquisition trial, the rats were provided a refresher block of three training trials with the platform replaced back in the goal quadrant. The rats were then returned to their home cages and 24 h after the spatial training, the rats were once again tested on a retention probe trial where the platform was removed from the pool and the rat was started from the quadrant opposite the original goal quadrant and allowed to swim for 60 s. To quantitatively assess the performance on the probe trials, discrimination index (DI) scores were calculated using the formula [(time spent in goal quadrant − time spent in opposite quadrant)/(time spent in goal quadrant + time spent in opposite quadrant)].

#### 5.3.3 Inhibitory avoidance

Seven days after the conclusion of the spatial water maze training, an inhibitory avoidance test was conducted to further assess learning and memory retention, based on the protocols established previously (Budamagunta et al., 2023; Foster & Kumar, 2007; Speisman et al., 2013). In short, an inhibitory avoidance apparatus (Coulbourn Instruments, Allentown, PA) comprising of two compartments connected by an automatic door was used for this test. One of the chambers was lit by a light while the other chamber was maintained dark. On the training day, one rat at a time was put into the light chamber and was allowed to acclimatize for 90 s. The connecting door was programed to automatically open at 90 s, allowing the rat to access the dark chamber. The rat was then given 10 min to enter the dark chamber and once all four paws of the rat crossed over to the dark chamber, the automatic door was shut and the rat was given a relatively mild electric shock (0.21 mA) for 3 s. This usually elicits a jumping or rapid movement response, which confirms the rat received an electric shock. Five seconds later, the rat was removed from the chamber and returned to its home cage.

On the testing day (24 h after the training trial), rats were once again placed in the light chamber and allowed to acclimatize for 90 s before the connecting door opened. The rats were then given 10 min to reenter the dark chamber at the end of which the rats were returned to their home cage. Their latency to re‐enter the dark chamber was recorded and was used to assess the spatial context dependent, unconditioned stimulus associated, memory retention of the rats.

#### 5.3.4 Grip strength test

For a subset of animals (*n* = 14 for Veh, *n* = 13 for Dox, and *n* = 14 for Dox + ABT), grip strength was determined as described previously (Carter et al., 2009; Cui et al., 2009; Kumar et al., 2012; Zhou et al., 2011). Briefly, grip strength was assessed using an automated grip strength meter by sensing the peak amount of force an animal applies in grasping the pull bar assembly (Columbus Instruments, Columbus, OH, USA). The rat was handheld by the experimenter using assembly (Columbus Instruments, Columbus, OH, USA). For each measurement, the rat's forelimbs were gently placed on the bar, the animal grabbed the bar (a reflex response in rodents), and was then drawn along a straight line leading away from the sensor. The rat released the pull bar at some point and the maximum force attained was stored on the digital display. The mean force (grams) was calculated over three trials, separated by 2–4 min, and was divided by body weight.

### 5.4 Electrophysiological experiments

Two weeks after the final senolytic treatment, rats were killed, and electrophysiological assays were performed on rat hippocampal sections as described previously (Bodhinathan et al., 2010; Guidi et al., 2015; Kumar, 2015; Kumar et al., 2009, 2019; Kumar & Foster, 2013; Kumar, Rani, et al., 2018). Briefly, rats (Veh = 4, Dox = 5, Dox + ABT = 4) were anesthetized using isoflurane before they were decapitated using a guillotine. The whole brain was then harvested and briefly incubated (~30 s) in a beaker containing prechilled, ice‐cold calcium‐free artificial cerebrospinal fluid (aCSF in mM: NaCl 124, KCl 2, KH_2_PO_4_ 1.25, MgSO_4_ 2, CaCl_2_ 0, NaHCO_3_ 26, and glucose 10). Both hippocampi were then harvested and ~400 μM sections cut parallel to the alvear fibers. These slices were then transferred to the interphase recording chamber where they were incubated (~2 h) in standard aCSF (in mM: NaCl 124, KCl 2, KH_2_PO_4_ 1.25, MgSO_4_ 2, CaCl_2_ 2, NaHCO_3_ 26, and glucose 10), which was continuously oxygenated. The temperature of the aCSF was maintained at a temperature of 30° ± 0.5°C and a pH of 7.4. Glass micropipette electrodes filled with aCSF were used to record excitatory post synaptic field potentials (fEPSPs). The pipette tip was positioned about 1 mm away from the stratum radiatum of CA1 sub region of the hippocampus before evoking 0.033 Hz field potentials through 100 μs pulses of diphasic stimuli. Using a differential AC amplifier and an axoclamp‐2A, the signals from the hippocampal slices were amplified and filtered between 1 Hz and 1 kHz. Input–output curves for total fEPSP were generated by inputting increasing intensities of stimulation.

Following taking input/output curve for total synaptic potentials, the NMDAR‐fEPSPs were isolated as previously described (Guidi et al., 2015; Kumar, 2015; Kumar, Rani, et al., 2018). Briefly, the hippocampal slices were incubated for ≥60 min in aCSF containing 0.5 mM magnesium (Mg2+), 30 μM 6,7‐dinitroquinoxaline‐2,3‐dione (DNQX) and 10 μM picrotoxin (PTX) to isolate NMDAR‐mediated synaptic response. Following isolation of NMDAR EPSP, input–output curve for NMDAR‐EPSP were generated by applying increasing stimulation intensities.

Previous work indicates that a decrease in NMDAR function can result from an increase in oxidative stress associated with inflammation (Kumar et al., 2019; Kumar & Foster, 2013). Therefore, in the present study, we investigated if the reducing agent DTT (0.5 mM) can restore the Dox‐induced decrease in synaptic responses. To examine redox regulation of the NMDAR‐mediated synaptic response, the stimulation intensity was adjusted to elicit a response ~50% of the maximum response, and this baseline, response was recorded 10 min before treatment with DTT for 60 min.

### 5.5 Tissue harvest

Animals were deeply anesthetized with isoflurane and decapitated using a guillotine. Brains were then quickly harvested and rinsed with prechilled saline. Using surgical tools, different parts of the brain were harvested. Placed on a dissection tray on ice, the hippocampus was then carefully dissected into its sub‐compartments namely, CA1, CA3, dentate gyrus (DG), and ventral hippocampus. Once the brain parts were dissected and segregated, the peripheral organs, lung, liver, spleen, and kidney were harvested by making a vertical incision on the ventral surface of the carcass. All the tissues were promptly flash frozen in liquid nitrogen as soon as they were harvested. These tissues were then stored at −80°C until further usage.

### 5.6 Next‐generation RNA sequencing and data analysis

Transcriptional profiles were analyzed in the DG subregion of hippocampus from rats belonging to various groups: young vehicle‐ (Veh; *n* = 10), young Dox‐ (Dox; *n* = 8), young Dox + ABT‐263‐ (Dox + ABT; *n* = 8) treated rats. RNA isolation, library preparation, and transcriptomic sequencing were performed based on the previously published methods (Barter et al., 2019; Ianov et al., 2016; Ianov, De Both, et al., 2017). Briefly, RNA was isolated using RNeasy Lipid Tissue Mini kit (Qiagen, Catalog Number #74804). DNA was eliminated from these samples by using a RNase‐Free DNase Kit (Qiagen, Catalog Number #79254). Using a NanoDrop 2000 spectrophotometer, RNA concentration and purity was measured and RNA integrity number (RIN), from a High Sensitivity RNA ScreenTape in an Agilent 2200 Tapestation system, helped assess the quality and integrity of the isolated RNA. RNA with RIN number greater than 8 was spiked with External RNA Controls Consortium (ERCC) control (Thermo Fisher, Catalog Number #4456740), to assess the quality of the library prepared. Dynabeads mRNA DIRECT Micro Kit (Thermo Fisher; Catalog Number #61021) was used for poly (A) selection of mRNA from the isolated bulk RNA. Using the isolated mRNA, whole transcriptome libraries were prepared with Ion Total RNA‐Seq Kit v2 (Thermo Fisher, Catalog Number #4475936). Ion Xpress barcodes (Thermo Fisher, Catalog Number #4475485) were utilized to enable multiplexed sequencing of multiple libraries. The concentration of the prepared libraries was quantified using Qubit dsDNA High Sensitivity Assay (Thermo Fisher, Catalog Number #32851) and High Sensitivity D1000 ScreenTape in a Tapestation system was used to assess the size distribution of the library. Templates were then prepared on Ion Chef system and sequencing was carried out on an Ion Proton.

For data analysis to obtain the list of differentially expressed genes, Partek Flow server was used. FASTQ files were trimmed and aligned to rat (rn6) genome using STAR. The gene counts were normalized using Median Ratio and any gene with an average number of counts lower than 5 per sample was excluded from the analysis. DESeq2 was utilized to obtain a list of differentially expressed genes. A threshold *p*‐value lower than 0.01 was used as a cutoff to statistically filter genes. Genes that passed this statistical filter were grouped into “upregulated” and “downregulated” genes which were then separately run through NIH Database for Annotation, Visualization, and Integrated Discovery (DAVID) for gene enrichment and functional annotation clustering analysis. This analysis was limited to cellular components, biological process, and molecular function in the “Direct” and “FAT” categories. A Benjamini false discovery rate (FDR) of *p* < 0.05 was used as a threshold to identify significant clusters.

### 5.7 Immunohistochemistry

Cortex tissues (*n* = 6 per group) were fixed in 4% paraformaldehyde for 48 h before being washed with phosphate buffer solution and transferred to 70% ethanol for long‐term storage. These tissues were then embedded in paraffin blocks before making slices of 4 μM thickness. These slices were mounted onto glass slides which were used for immunohistochemistry. Slides were deparaffinized by incubating three times in xylene for 10 min. Deparaffinized sections were then rehydrated by serially incubating the slides in 100%, 95%, 80%, and 60% ethanol for 5 min in each solution. After rinsing with distilled water, the slides were incubated in citrate buffer at 95°C for 45 min. The slides were then rinsed thrice with 1× tris‐buffered saline with 0.1% Tween (TBST) before incubating in 3% hydrogen peroxide for 10 min. The slides were blocked with 10% goat serum for 1 h and then with rabbit anti‐rat albumin/Iba‐1 (diluted 1:250) overnight at 4°C. After being washed three times with 1× TBST for 3 min each, the slides were incubated with goat anti‐rabbit secondary antibody conjugated with HRP for 90 min. The slides were then washed thrice with 1× TBST for 3 min each and were incubated with a solution containing DAB and hydrogen peroxide for 90 s. The slides were then washed with water before incubating with hematoxylin solution for 20 s. The slides were washed again under running water before being dehydrated by serially incubating in 60%, 80%, 95%, and 100% for 2 min each and xylene for 5 min. The slides were then sealed with mounting media and coverslips. Services from the Molecular Pathology Core at the University of Florida were utilized for the timely completion of the immunobiological staining.

The stained sections were blindly scored based on fixed parameters. For albumin staining, 10 random imaged regions per specimen were chosen and the number of albumin positive cells per 50 total cells were counted in each region (*n* = 60 zones/6 specimen). For Iba‐1, multiple parameters such as the size of soma, average length of the longest arm of the processes and the number of processes per cell were measured using ImageJ. Five random imaged regions per specimen were chosen and 5 cells per region were analyzed (*n* = 150 measurements/6 specimen). Measures were averaged for each animal for statistical analyses.

### 5.8 Plasma cytokine analysis

Blood was harvested in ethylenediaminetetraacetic acid tubes while sacrificing the rats (*n* = 6 per group). Plasma was harvested from the blood by centrifuging the tubes at 1600 × *g* for 10 min at room temperature. The plasma was then flash frozen in liquid nitrogen and stored at −80°C for downstream analysis. These plasma aliquots were then subjected to analysis using Rat Cytokine/Chemokine 27‐Plex Discovery Assay by the Eve Technologies Corporation (Calgary, AB, Canada).

### 5.9 Quantitative polymerase chain reaction (qPCR)

RNA was isolated (*n* = 9 per group) from 30 mg of various tissues using RNeasy mini kit (Cat. No. 74106, Qiagen, Hilden, Germany) and was converted into cDNA using a high‐capacity cDNA reverse transcription kit (Cat. No. 4368813, Applied Biosystems, Foster City, CA, USA) following manufacturer's instructions. Gene expression was then quantified using gene specific primers (Table S1) and fast SYBR green master‐mix (Cat. No. 4385617, Applied Biosystems, Foster City, CA, USA) as per the manufacturer's instructions. GAPDH was used to normalize the expression levels across all samples and the gene expression level in untreated tissues was used as baseline to compare the fold change in expression between groups. Fold change in gene expression was determined using ΔΔCT method.

### 5.10 Statistical analysis

Statistical analyses for measures other than next‐generation sequencing (e.g., behavior, electrophysiology, and plasma cytokines) were performed using Statview software (SAS Institute). Parametric variables were presented as mean ± SEM and nonparametric variables were presented with geometric mean. ANOVAs were employed to examine main effects and interactions. Significant differences were localized using Fischer's PLSD post hoc comparisons (*p* < 0.05). One‐tailed one‐group *t*‐tests (*p* < 0.05) were performed to determine if the DI scores were above that expected by chance (i.e., DI score = 0). Kruskal–Wallis test were employed for inhibitory avoidance (*p* < 0.05), with Mann–Whitney *U* tests to localize differences (*p* < 0.05).

## AUTHOR CONTRIBUTIONS

Vivekananda Budamagunta designed and performed experiments, analyzed data, constructed illustrations, and wrote the manuscript; Ashok Kumar designed and performed experiments, analyzed data, constructed illustrations, wrote manuscript; Asha Rani, Sahana Manohar Sindhu, and Yang Yang performed experiments; Daohong Zhou designed experiments and revised the manuscript; Thomas C. Foster designed the experiments, analyzed data, wrote the manuscript, and constructed illustrations.

## CONFLICT OF INTEREST STATEMENT

Daohong Zhou is an inventor of a patent for the discovery of ABT‐263 as a senolytic for the treatment of senescent cell‐associated diseases and a cofounder and a stockholder of Unity Biotechnology that develops senolytic therapy.

## Supporting information

Table S1.
Click here for additional data file.

## Data Availability

All data related with these studies are provided as a Supporting Information, and any other details, as needed, will be provided on request. GEO accession number: GSE236404.

# Supplementary material for: Senolytic treatment alleviates doxorubicin‐induced chemobrain
**Source:** Aging Cell. 2024 Jan 15;23(2):e14037. doi: 10.1111/acel.14037
**Supplement:** Supplementary file 1 — Table S1.

**Supplementary Table S1 List of primers used for qPCR**.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| GAPDH | TCACCACCATGGAGAAGGC | GCTAAGCAGTTGGTGGTGCA |
| IL6 | TAGTCCTTCCTACCCCAACTTCC | TTGGTCCTTAGCCACTCCTTC |
| TNFSF11 | ATGCAGGAGAATGAAACAAGCCT | CTGTGGCCCCACAATGTGTT |
| MMP3 | TGGGAAGCCAGTGGAAATG | CCATGCAATGGGTAGGATGAG |
| CDKN2A | TGCAGATAGACTAGCCAGGGCA | CTTCCAGCAGTGCCCGCA |
| CDKN1A | AGAGCCACAGGCACCATGTC | ACAGACGACGGCATACTTTGC |

How the deposited data were processed for this re-analysis (not part of the article)

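RNA from the dentate gyrus of 26 rats was measured, with 10 rats in the Veh group, 8 in the Dox group and 8 in the Dox + ABT group and 1 library per rat. The deposited values are a normalized signal: the authors aligned Ion Proton reads to rn6 with STAR in Partek Flow, estimated counts per transcript row and divided them by each library's Median Ratio factor. The authors then excluded features with fewer than 5 counts on average, tested differences with DESeq2 at p under 0.01 and clustered genes with DAVID; of these steps the deposited values include the normalization but not the filter, since 3809 of the 24012 rows have a mean under 5. The samples' conditions and replicate numbers come from the sample labels, every column of values was mapped to a sample, and the replicate numbers run within each group and number different rats. The values hold 2.63% zeros, correlations between libraries ran from 0.941 to 0.987, and 0 pairs of libraries held identical values.

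The planned tests for counts were not run. Values divided by a size factor can be turned back into reads only where they are whole multiples of 1 read, and this held for 75.9% to 81.4% of the low values of genes with 1 row, by library, but for 16.0% to 20.5% of those of genes with several rows; the smallest value above 0 was 6.03e-44. The same steps gave the estimated reads per library, with medians of 16693000 in Veh, 15642400 in Dox and 15112000 in Dox + ABT and a range of 10156500 to 24291600. At this depth the counting error is small for genes with a mean of at least 50 normalized counts, while genes near the filter of 5 rest on few reads, some named ones among them. The rows with the same Ensembl gene ID were summed, a choice made after both counts had been seen, and gene names were taken from the deposited values. The table of reference gene names that was at hand names another assembly than rn6 and shares no Ensembl IDs with the values, so no coordinates are given; gene lengths from that table were matched by symbol for 85.3% of the tested genes.

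Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a variance trend) on log2(value + 1) for the 15595 genes with a mean of at least 5 normalized counts, with all 26 rats in 1 fit of 3 groups and no covariate, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. Comparisons were Dox with Veh, Dox + ABT with Veh and Dox with Dox + ABT. Scores of gene lists were compared by exact permutation tests, the overlap of lists with changed genes by Fisher's exact test against all tested genes, and lists against all other genes by camera. Fisher's test counts genes as if independent, and camera was run with its preset low correlation between genes. The gene lists were assembled by hand from gene names before the data were examined, apart from Figure 4, whose names were read from the paper, and the lists for glucocorticoid response, cell types and dissection were treated as a second family of 6. The fit was tested on simulated data, with 15595 genes of which 200 were changed by 1 on the log2 scale: 89% of the changed genes were recovered at p under 0.01 (95.6% of the 160 with a mean of at least 50), 82% at an adjusted p under 0.05, and 1.14% of 15395 unchanged genes were called at p under 0.01. With an added batch and its covariate, 88% were recovered.

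Most genes named were chosen by a rule set before the data were examined: each gene named in the paper's text on these data, the 4 genes of each panel of Figure 4 with the largest change, the 5 genes with the smallest p in each direction among those with a mean of at least 50, the 3 members of each other list with the smallest p, and genes whose products the paper measured by other methods. Slc35d3, the clock genes Arntl, Nr1d1, Per2 and Per3, Cxcl1, Cd226, AABR07000398.1 and the further genes of Figure 4 named for their p or direction were chosen after seeing the values. The alternatives tried were pseudocounts of 0.5 and 5, no filter and a mean of at least 20, no variance trend, robust eBayes, arrayWeights, fits of the 2 compared groups alone, rescaling by trimmed means (TMM) and by quantiles, ranks as normal scores, the replicate number as a block, and leaving out each rat; for the list scores, the median of z-scores and camera took the place of the choices that concern single genes. Transcript rows as deposited, the kind of library as a covariate, and arrayWeights together with that covariate were chosen after seeing the data, as were the block for list scores and the list of clock genes. The kinds of library were found from the first principal component of the within-group deviations of log2 values over genes with a mean of at least 20. Each rat's score was taken with values centred on the mean of all 26 rats. Random draws used seed 1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. DAVID's categories, positive regulation of cell death among them, and the genes Il6, Mmp3 and Tnfsf11 were not analysed here, and values of some genes that the rule selects are not reported here.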

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

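The tests that use the kind of library, those of gene length and of the weighted fit, and the test of the single rat Dox + ABT 4 were chosen only after the results were seen; the other tests here, like the settings of the main comparisons apart from the summing of transcript rows to genes, were chosen before the data were examined.

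A sample lay far from the others of its group in 10 of the 171 groups of values examined (3 groups each for the named genes and the list scores), where 8.55 are given by chance. The figure given for each is the gap to the nearest rat as a share of the group's whole range. Among these, 5 belonged to the rat Dox + ABT 4: it was highest in Cx3cr1 (9.28 on the log2 scale, next 8.72, gap 0.623), Gabbr1 (14.69, next 14.37, gap 0.622) and Sod3 (9.37, next 8.76, gap 0.538) and lowest in Gadd45g (5.62, next 6.81, gap 0.735) and Vegfa (9.84, next 10.30, gap 0.542). This is the only Dox + ABT library of the second kind. When the difference between the kinds, estimated in the Veh and Dox rats only, was subtracted from this rat, 0 of the 5 genes still stood apart; the gap fell to 0.383 for Cx3cr1, 0.103 for Gabbr1, 0.307 for Gadd45g, 0.403 for Sod3 and 0.249 for Vegfa. The difference between the kinds was smaller than this rat's distance from the rest of its group, 0.26 of 0.79 for Sod3 and 0.35 of 0.74 for Cx3cr1, so the position of this rat is consistent with its kind of library in part only, and no biological explanation was tested.

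Among the other groups, Veh 11 was highest in its group in the score of the Figure 4a genes (0.16, next -0.27, gap 0.533) and in Npas4 (5.89, next 5.22, gap 0.557). The same library had the lowest score on the component that separates the kinds (-37.9), a ribosomal protein share of 0.625%, the lowest of all 26 libraries, and 10.5% of its counts on a single gene, AABR07000398.1, whose share ran from 0.540% to 11.1% over the libraries. Veh 10 was lowest in Aif1 (6.72, next 7.33, gap 0.484) and Dox + ABT 6 lowest in Igfbpl1 (2.54, next 3.75, gap 0.718), a gene with 13.8 ± 4.10 normalized counts in that group. Veh 6 stood apart in 1 further group, whose values are not reported here. No explanation was tested for these single values.

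Outside the genes changed in Dox, 1155 genes differed between Dox + ABT and Veh at p under 0.01, where 151 are given by chance, a difference the paper does not discuss. Over all genes the count was 1222. Of 100 splits of these 18 rats that part as many same-numbered pairs as the real one does, 2 gave as many genes, the real one included, with a median of 72 over the others; with pairs parted freely it was 5 of 100. A difference in depth is not seen (exact permutation test of the estimated reads, p = 0.566). The kinds of library are unevenly spread, with 6 of 10 Veh rats but 1 of 8 Dox + ABT rats in the second, and with the kind as a covariate 214 genes differed over all tested genes, 0 of them at an adjusted p under 0.05 and 1150 at an unadjusted p under 0.05. The 6 other splits that put 1 second-kind library in the group of 8, as the real split does, gave a median of 608 genes, against 45.5 for the 34 that put 3 there. With the covariate the design allows 16 splits that part the pairs in the same way and keep the kinds in place, 4 of which gave as many genes, so that comparison cannot reach a share under 0.05. Weighting the libraries by arrayWeights raised the count to 5297, and with the covariate added it was 434. The kinds themselves differ along gene length (Spearman's rho across genes -0.20, where genes are not independent replicates), which is consistent with a difference in RNA integrity or library preparation between them. Most of the difference between Dox + ABT and Veh thus cannot be told apart from the kind of library, and an effect of treatment on the remaining genes is not shown by these data.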

How the results depend on the processing

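The kind of library as a covariate, its combination with arrayWeights, transcript rows as deposited and the block for list scores were chosen only after the results were seen. Ranges below cover 12 settings for counts chosen earlier, these added ones, and the 26 fits that each left out 1 rat.

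With arrayWeights, 1442 genes were higher and 1708 lower in Dox than in Veh (main 159 and 289), 3172 had an adjusted p under 0.05 (main 3), 34.3% of the changed genes did not differ between Dox + ABT and Veh (main 85.0%), and 5297 and 1612 genes differed in the comparisons of Dox + ABT with Veh and with Dox (main 1222 and 629). With arrayWeights and the kind of library together, these values were 117, 176, 4, 95.9%, 434 and 1662, and 8 genes of Figure 4a and 10 of Figure 4b passed p under 0.01 (main 16 and 24), so the rise in the comparisons with Veh was tied to the kind of library. With the kind of library alone, 6 genes had an adjusted p under 0.05, the share was 96.4%, 214 genes differed between Dox + ABT and Veh, and 19 genes of Figure 4b were lower in Dox than in Dox + ABT at p under 0.05 (main 12). Fits of the 2 compared groups alone gave 102 higher genes and 0 at an adjusted p under 0.05. Ranks gave a share of 93.9%, 0 genes at an adjusted p under 0.05 and 7 genes of Figure 4b lower than in Dox + ABT. The number at an adjusted p under 0.05 was 5 with a pseudocount of 5 and with TMM, 6 without a variance trend and 9 with quantile normalization. Transcript rows gave 1 such row and 19 genes of Figure 4b lower than in Dox + ABT. For settings with 0, 1583 genes had an unadjusted p under 0.05 in the main comparison. The cause of these shifts was not tested apart from the kind of library. Counts of higher, lower and differing genes under the pseudocounts, filters, robust eBayes, no trend, TMM and quantile normalization stayed within 1.5 times the main counts. Of the changed genes 35.5% were higher in the main comparison, 45.8% under arrayWeights, 33.4% under TMM and 30.4% under quantile normalization, and no rescaling moved the median change of all genes by more than 0.01.

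Groups share replicate numbers but these number different rats, and deviations of the 16 same-numbered pairs correlated at 0.03 across genes (other pairs -0.003). With the replicate number as a block, 401 genes were higher and 364 lower in Dox than in Veh (52.4% higher), 0 at an adjusted p under 0.05, 403 differed between Dox and Dox + ABT, 28 genes of Figure 4a were higher than in Dox + ABT, and 15 of Figure 4b passed p under 0.01.

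Across the 26 fits that each left out 1 rat, there were 83 to 278 higher genes, 181 to 438 lower genes, 1 to 22 genes at an adjusted p under 0.05, a share of 67.3% to 91.6%, 695 to 2130 genes different between Dox + ABT and Veh and 419 to 787 between Dox and Dox + ABT. For Figure 4a 10 to 23 genes passed against Veh and 18 to 23 against Dox + ABT, and for Figure 4b 12 to 28 and 7 to 15. The lowest counts for the panels against Veh came without Dox replicate 2, and the lowest share and the most genes between Dox + ABT and Veh without Veh replicate 11.

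The scores of all 11 lists kept their direction under each setting run on both kinds of library together; within the first kind the xenobiotic (0.17) and oxidative stress (0.21) scores were in the other direction. Under camera the median change of the xenobiotic enzymes was -0.11 (p = 0.00842), of haemoglobin genes 1.03 (p = 0.00131) and of myelination genes -0.22 (p = 5.16e-05), each now past p 0.05, while with the kind of library as a covariate camera gave p = 0.0615 for the xenobiotic enzymes, and haemoglobin also passed with the kind of library (1.04, exact p = 0.0130). Camera was run with its preset low correlation between genes. Its p-values overstate the evidence where a list's genes vary together, as the haemoglobin genes did (median pairwise Pearson r 0.976). The median of z-scores took the neurogenesis score to -0.22 (exact p = 0.0957). Across the 18 fits that each left out 1 rat, Ugt1a6 scored 0.76 to 1.16 (exact p from 0.0401 to 0.195), microglia and immune genes -0.45 to -0.33 (0.0132 to 0.0569), neurogenesis genes -0.28 to -0.22 (0.000494 to 0.0035) and myelination genes -0.56 to -0.29 (0.0598 to 0.239).

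Of the 46 named genes, 22 kept their direction and the same side of their threshold under every alternative; of 593 values, 23 were weaker, 12 stronger and 4 reversed. The reversed ones were Alas2 (-0.046), Alb (-0.041), Grin2b (-0.41) and Hba-a2 (-0.55) under arrayWeights, and Grin2b ran from -0.21 to 0.15 with 1 rat left out (-0.21 without Dox replicate 5, -0.05 without Dox replicate 7). Of 1196 values with 1 rat left out, 61 changed. The planned tests for counts were not run because raw reads were not recovered. Depth limits the genes near the filter, among them Bcl3 and Dcst1, and left Cxcl1, Cd226 and Cdkn2a untested.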

Differences from the paper's values

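Transcript rows as deposited and the fits that use the kind of library were chosen only after the results were seen. The other settings named here were set before the data were examined.

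The paper reports 325 genes higher in Dox than in Veh, and 159 were found here. Of the alternatives set before the data were examined, the replicate number as a block (401) closed the gap, as did leaving out Veh replicate 10 (228), Veh replicate 11 (269), Dox replicate 7 (278) or Dox replicate 14 (268), while the other settings gave 102 to 184 genes, arrayWeights 1442 and the other single rats left out 83 to 215. With pairs of Dox rats left out, a test set before its result was seen, 6 of the 28 pairs came within 1.5 times of the paper's value: replicates 13 and 14 (222), 7 and 13 (223), 10 and 14 (288), 5 and 14 (368), 9 and 14 (227) and 7 and 10 (266). The fits within the first kind of library (378) and within the second (261) also came within 1.5 times of the paper's value; they were chosen after seeing the values.

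For both directions together the paper reports 690 genes, and 448 were found here. The block (765) and the fit without a filter (488) closed the gap, and so did leaving out Veh replicate 5 (501), 10 (609) or 11 (707), Dox replicate 5 (524), 7 (662) or 14 (650), or Dox + ABT replicate 4 (490). Of the pairs of Dox rats left out, 10 closed it: replicates 13 and 14 (587), 10 and 13 (487), 7 and 13 (544), 10 and 14 (693), 5 and 14 (806), 9 and 14 (558), 7 and 10 (637), 5 and 10 (485), 9 and 10 (465) and 7 and 9 (519). The pseudocounts (445 and 455), a mean of at least 20 (388), no variance trend (451), robust eBayes (445), the 2 groups alone (315), TMM (449), quantile normalization (441), ranks (329) and arrayWeights (3150) did not. Transcript rows (187 higher and 289 lower), the first kind of library (742) and the second (556) closed it and were chosen after seeing the values.

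The paper reports 37 genes in Figure 4a as higher in Dox at p under 0.01; 16 of the 34 that could be tested passed here. None of the alternatives set before the data were examined closed the gap, the highest being 22 under the block among the settings, 23 with Dox replicate 14 left out and 24 with a pair of Dox rats left out. With transcript rows, chosen after seeing the values, 19 passed.

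The paper reports 41 genes in Figure 4b as lower in Dox at p under 0.01, and 24 passed here. Leaving out Veh replicate 11 gave 28, within 1.5 times of the paper's value; no other alternative set before the data were examined closed the gap, the next highest being 27 with Veh replicate 10 left out and 26 under quantile normalization, and no pair of Dox rats left out gave more than 25. Transcript rows gave 35 genes with a row that passed, which closes the gap, and were chosen after seeing the values.

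The legend of Figure 4a counts 1 gene more than the 36 names the panel prints. The paper lists Myc among the genes that increased at its threshold, and its p here was 0.0110. Myc passed p under 0.01 under the block (p = 0.00818) and in 7 of the 26 fits that each left out 1 rat, those without Veh replicate 3, 6 or 11, Dox replicate 5, 9 or 14 or Dox + ABT replicate 2 (p from 0.00446 to 0.009995). Ugt1a6, a gene of Figure 4a, had p = 0.0311 here and passed under arrayWeights (p = 0.00346) and the block (p = 0.00965). Gabbr1, a gene of Figure 4b, had p = 0.0183 here and passed under arrayWeights (p = 0.00129), quantile normalization (p = 0.00725) and with Veh replicate 10 (p = 0.00432), Veh replicate 11 (p = 0.00977) or Dox replicate 14 (p = 0.0057) left out. By single transcript rows, chosen after seeing the values, Arhgef2 (p = 0.000134) and Eif4ebp3 (p = 0.000552) of Figure 4a passed, as did Snx14 (p = 0.00892), Cask, Cntn6, Grm4, Fxyd6, LOC108348175, Clu, Gabrg3, Tsc2, Gabbr1, Dtnb and Caly of Figure 4b. The paper shows Snx14 as decreased in Dox; as a sum of its rows it was higher by 0.13 (p = 0.474), and with the kind of library as a covariate, chosen after seeing the values, its change was -0.02.

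The paper describes expression in Dox + ABT as similar to Veh for the genes of Figure 4a; Edn1 was higher in Dox + ABT than in Veh by 0.99 (p = 0.00677) and Gadd45g by 0.70 (p = 0.0152), the latter by 0.20 (p = 0.280) with the kind of library as a covariate, chosen after seeing the values. The paper reports that 27 of these genes were higher in Dox than in Dox + ABT, and 18 were so here, 28 under the block and 26 with the kind of library as a covariate, the latter chosen after seeing the values. The paper describes increased expression in Dox as enriched for detoxification, glucuronidation included. Of the 40 xenobiotic enzymes tested here 0 were higher at p under 0.01, and their score differed by -0.27 (exact p = 0.304). The glucuronosyltransferase Ugt1a6, scored apart from them, was higher by 0.48 (limma p = 0.0311). The list of 40 was drawn up by hand and does not hold the sulfotransferase Sult1a1, which was higher in Dox by 0.79. The paper's discussion states that genes of the immune response and of oxidative stress were upregulated in Dox, in numbers too low for a cluster. All 34 tested genes of Figure 4a were higher in Dox here; on the lists assembled by hand, which hold other genes, of the 40 microglia and immune genes 9 were lower and 1 higher at p under 0.01, and of the 34 oxidative stress genes 1 was lower and 0 were higher.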

Other observations

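The tests that use the kind of library, of the clock genes, of the glucocorticoid score as the sole source and of the relation between choroid plexus and myelination scores were chosen only after the results were seen.

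The number of genes changed in Dox against Veh was set against other splits of the same 18 rats into groups of 8 and 10 that part as many same-numbered pairs (100 drawn of 1792). Of these, 17 gave as many genes as the 448 of the real split, which is counted among them, with a median of 108 over the others; 22 gave as many higher genes, 14 as many lower genes, 7 as many genes at an adjusted p under 0.05 and 48 as high a share of changed genes without a difference between Dox + ABT and Veh. Among splits drawn freely, which part 0 to all of the pairs, 11 of 100 gave as many genes. With the kind of library as a covariate the count was 421 and 11 of 100 splits gave as many, although 2 gave as many as the 6 genes with an adjusted p under 0.05. The number of genes changed in Dox therefore cannot be told apart from what other groupings of these rats give. For Dox against Dox + ABT, 1 of 100 splits (the real one) gave as many as 629 genes, against a median of 66 over the others and a highest of 626, and with the kind as a covariate (743 genes) it was again 1 of 100; among free splits it was 3 of 100. Other groupings seldom gave as many genes, although a free split reached 896. The count did not fall with the kind of library as a covariate. An effect of ABT-263 in rats given Dox, or a difference between the pair of groups that was not recorded, may remain as its source.

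For the panels of Figure 4, 1 split of 100 (the real one) gave as many Figure 4a genes against Veh and 1 against Dox + ABT, and for Figure 4b it was 1 and 3. These numbers decide nothing, since the authors picked the genes on these rats.

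Genes picked by a threshold in some rats tend to miss it in others, which may by itself give a high share of genes without a difference. Genes were therefore picked in part of the Dox and Veh rats and examined in the rest. The mean change in the Dox + ABT rats was 0.41 of that in the held-out Dox rats over 100 draws, and smaller than it in 74 of them; with the kind of library removed it was 0.117 and smaller in 99. The share that misses p under 0.01 in held-out Dox rats was 95.1% (91.4% with the kind removed), so the share alone does not separate attenuation from a missed threshold, while the ratio under 1 suggests a smaller change in Dox + ABT than in Dox.

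Each pair of Dox rats was left out in turn, a test set before its result was seen. The fewest Figure 4a genes at p under 0.01 were 3, with Dox 1 and Dox 2 left out, against a median of 17 over the 28 pairs, and 2 pairs gave under 0.5 of the full count; the fewest higher genes (58, median 156), lower genes (median 261.5) and Figure 4b genes (8, median 17.5) came with the same pair. These rats have the highest Figure 4a scores, which the Figure 4a count in part restates. A glucocorticoid response, as stress or illness would give, was tested with 27 responsive genes: the score was higher in Dox than in Veh by 0.61 (exact permutation test, p = 0.0408, adjusted over 6 lists 0.173), with 3 of 8 Dox rats above every Veh rat, 0.99 within the first kind of library (exact p = 0.119) and 0.02 within the second (exact p = 0.917), and higher than in Dox + ABT by 0.89 (exact p = 0.000932). With the glucocorticoid score regressed out, the Figure 4a score still differed by 0.58 (exact p = 0.000343), which decides nothing, since the authors picked its genes on these rats; such a response could contribute, and whether it is the sole source was not settled. Both rats also had the highest glucocorticoid scores, 1.85 and 1.99.

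The haemoglobin and red-cell genes varied together over the 26 rats (median pairwise Pearson r 0.976, Spearman's rho 0.961, permutation p = 1e-05, the smallest the resamples can give, in a family of 2 such relations; r 0.955 without Dox 5 and Dox 7, the rats farthest from the median; 0.949 within the first kind of library and 0.986 within the second), and their SD among Dox rats of 1.39 exceeded the difference from Veh of 0.68, which is consistent with residual blood that varied between rats; the paper describes decapitation under isoflurane and a rinse of the brains in saline. Slc4a1 had 11.2 ± 12.6 normalized counts in Veh and 292 ± 526 in Dox, and Alas2 59.2 ± 35.1 and 240.4 ± 320.1. For Ugt1a6, the median correlation of its 4 rows with a mean of at least 5 was 0.196 (rho 0.171, permutation p = 0.02, the second of these relations; -0.07 without Veh 9 and Veh 12; -0.11 and 0.07 within the kinds), so the pooled relation rests on those rats, and whether reads shared between the Ugt1a genes affect its value cannot be told from the deposited values.

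A difference in dissection was examined for the lower myelination and neurogenesis genes. The score of 19 genes of the CA fields did not differ between Dox and Veh (-0.03, exact p = 0.867). This gave no sign of more tissue of other fields, but SDs of 0.29 in Veh and 0.56 in Dox leave a small difference open. For the choroid plexus 8 of 19 genes could be tested (-0.38, exact p = 0.0576), too few to decide. That reading was adopted after the result was seen. The granule cell score did not differ either (0.07, exact p = 0.714). With an SD of 0.44 in Veh and 0.38 in Dox, it cannot decide whether granule cell content contributed to the larger number of lower genes. A reduction of neurogenesis and myelin transcripts by Dox remains a hypothesis. In Dox + ABT the neurogenesis score stayed as low as in Dox (-0.12 and -0.09), whereas the choroid plexus score was 0.06 in Veh, -0.32 in Dox and 0.24 in Dox + ABT. The group means of the myelination score were similar to the latter (0.09, -0.36 and 0.24), but over the 26 rats, as deviations from the group means, the choroid plexus and myelination scores were unrelated (Pearson r 0.021, Spearman's rho 0.030, permutation p = 0.916; r 0.137 without Veh 6 and Dox 9, the rats farthest from the mean; 0.036 within the first kind of library and -0.19 within the second).

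Dbp was lower in both treated groups than in Veh (-0.62, p = 4.11e-05 and -0.63, p = 3.45e-05 in limma's test), and the paper states that the Veh rats were part of an ongoing study. A score of 13 other clock genes, with genes in phase with Dbp counted up and Arntl, Npas2, Clock and Nfil3 counted down, was lower in the 16 treated rats than in the 10 Veh rats (difference -0.73, permutation test, two-sided, p = 0.0295), with -0.92 within the first kind of library (exact p = 0.0203) and -1.24 within the second (exact p = 0.0429). By group the differences from Veh were -0.75 for Dox (exact p = 0.0774) and -0.71 for Dox + ABT (exact p = 0.0518). Arntl was higher in Dox by 0.27 (p = 0.00186) and in Dox + ABT by 0.22 (p = 0.0114) and Nr1d1 lower in Dox + ABT (-0.44, p = 0.00122), but Per2 and Per3 were higher in Dox + ABT than in Veh (0.40, p = 0.0201 and 0.34, p = 0.0448), and Per3 was lower in Dox than in Dox + ABT (-0.39, p = 0.0294), as was Per2 (-0.34, p = 0.0583). The clock score did not differ between Dox and Dox + ABT (-0.04, exact p = 0.931). Tissue of the Veh rats may have been collected at another time of day than that of the treated rats, which would affect the comparisons with Veh; an effect of Dox on the clock in both treated groups was not separated from it.

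Some genes whose products the paper measured by other methods were also present. The paper stained cortex sections for Iba-1 and albumin and recorded NMDA receptor responses at CA3-CA1 synapses. The values here are RNA of the DG, so they do not test microglial shape, entry of albumin or receptor function. Aif1, which encodes Iba-1, had 198 ± 43.0 normalized counts in Veh, 135 ± 54.0 in Dox and 160.2 ± 25.2 in Dox + ABT. Among NMDA receptor subunits, Grin1 (log2 fold change 0.08, p = 0.395) and Grin2b (0.07, p = 0.781) did not differ between Dox and Veh in limma's test. Grin2a was higher in Dox (0.53, p = 0.00533). Grin2b was higher in Dox than in Dox + ABT by 0.69 (p = 0.0186), and it was lower in Dox + ABT than in Veh (-0.62, p = 0.0258). With the kind of library as a covariate, these differences of Grin2b were 0.47 (p = 0.0288) and -0.19 (p = 0.365). Alb did not differ (0.30, p = 0.412). Cdkn2a had a mean of 3.09 normalized counts, with values above 0 in 22 rats, and was not tested.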
